# *Tbx16* and *mesogenin 1* promote presomitic mesoderm differentiation by repressing the mesodermal progenitor cell state

**DOI:** 10.1371/journal.pgen.1012176

**Published:** 2026-06-08

**Authors:** Guoyu Zhu, Miriam A. Genuth, Yanrong Xiao, Abigail A. Kindberg, Kayleigh Hackett, Scott A. Holley

## Abstract

During zebrafish embryonic body elongation, differentiation of mesodermal progenitors into presomitic mesoderm requires the transcription factors *tbx16* and *mesogenin 1*. Here, by using temporally controlled *tbx16* and *mesogenin 1* overexpression and RNAseq to identify immediate downstream changes in gene expression, we elucidate how these genes promote presomitic mesoderm differentiation. Using machine learning and game theory, we integrated differentially expressed genes with wild-type scRNAseq data and identified genes downstream of *tbx16* and *mesogenin 1* during mesoderm differentiation. This data-driven analysis indicates that *mesogenin 1* and *tbx16* primarily repress expression of genes as mesodermal progenitors differentiate. Strikingly, the genes that are most important for defining transcriptional cell states during mesoderm differentiation are most strongly repressed by *tbx16* and *mesogenin 1*. Moreover, these downstream effectors are enriched for genes with known roles in mesoderm development and body elongation such as Fgf, Wnt and Bmp pathways and the transcription factors *tbxta*, *eve1*, *hoxd12a*, *hoxd13b*, *lef1*, *cdx4*, *tbx16l*, *ved*, *vent* and *vox*. Gradients of Fgf and Wnt specify the mesodermal progenitor state in the posterior tailbud and activate many of these transcription factors indicating that *tbx16* and *mesogenin 1* promote mesoderm differentiation by repressing this progenitor state.

## Author summary

Mesodermal progenitor cells continuously disperse and differentiate during vertebrate body elongation and give rise to the muscle, bone and dermis of the trunk and tail. In zebrafish, two genes, the transcription factors *tbx16* and *mesogenin 1*, function semi-redundantly during differentiation of mesodermal progenitors. However, the genes downstream of *tbx16* and *mesogenin 1* that mediate mesoderm morphogenesis remain unknown. To identify these downstream genes, we performed RNA sequencing shortly after over-expression of *tbx16* or *mesogenin 1*. These types of experiments typically provide a long list of genes, and it is challenging to identify the most important of the downstream genes for further analysis. We address this challenge by integrating the RNA sequencing data with single cell RNA sequencing data of wild-type mesoderm differentiation. We employ machine learning to sort gene expression into distinct states and game theory to identify the most important genes for defining each state. Comparing these genes with the gene expression changes after *tbx16* or *mesogenin 1* over-expression, we identify a smaller number of genes that are enriched in genes with known functions in mesodermal differentiation. This suggests that this data analysis strategy can identify important biological information from large genomic datasets.

## Introduction

As the post-gastrulation vertebrate embryo elongates, it forms the posterior trunk and tail concomitant with segmentation of the paraxial mesoderm into somites. The tailbud is the posterior growth zone and contains progenitors of the spinal cord, vertebral column and skeletal muscle. Genetic analyses and live imaging experiments of the zebrafish tailbud found that posterior body elongation is largely driven by cell migration and not cell proliferation [1–5]. Neuromesodermal progenitors (NMP) in the dorsal medial posterior tailbud differentiate into either spinal cord or mesodermal progenitors [6–8]. NMPs that differentiate into mesodermal progenitors undergo an epithelial to mesenchymal transition (EMT) then migrate ventrally into the progenitor zone, where they exhibit disordered cell motion [8–11]. These cells subsequently assimilate into the presomitic mesoderm (PSM) and cell movement diminishes as the tissue solidifies [1,12,13]. This developmental progression has been demarcated by machine learning into a series of cell state transitions in both gene expression and cell motion as NMPs differentiate first into mesodermal progenitors, then into a motile progenitor zone, then into posterior PSM and then anterior PSM [14]. Here, we examine the roles of two transcription factors, *tbx16* and *mesogenin 1*, in paraxial mesoderm differentiation.

Previous studies indicate that *tbx16* and *msgn1* have both independent and redundant functions in paraxial mesoderm development. Loss of either *tbx16* or *msgn1* function leads to a failure of PSM differentiation with loss of *tbx16* having a much stronger phenotype [15–19]. *Tbx16* was first identified as a recessive lethal mutation in zebrafish called *spadetail (spt-1*) [15]. Embryos homozygous for this mutation exhibit a bent posterior body, an accumulation of cells in the posterior tailbud incapable of transitioning into PSM, and a corresponding lack of somitic mesoderm. Subsequently, the gene mutated in *spadetail* was identified as a t-box transcription factor, named *tbx16*, with homologs in *Xenopus* and chick [16,20–24]. In the zebrafish embryo, *tbx16* is expressed in the mesodermal progenitors, the PZ domain and the posterior PSM [16]. *Tbx16* genetically interacts with other t-box transcription factors *tbxta* (*brachyury/no tail*) and *tbx6* within a gene network to regulate mesoderm development [16,17,25,26]. Wnt and FGF signaling activate expression of *tbxta* and *tbx16* to promote NMP differentiation into mesodermal progenitors [8,9,16,27,28]. *Tbx16* regulates *hox* gene expression in the tailbud and induces intermediate mesodermal fates by regulating Wnt, retinoic acid and FGF signaling [29–31]. As a transcription factor, Tbx16 can act as both an activator and a repressor. In the zebrafish gastrula, Tbx16 directly activates *myf5* and *myoD* transcription downstream of FGF during myogenesis [32]. In the tailbud, Tbx16 represses *sox2* transcription to drive NMPs to differentiate as mesoderm [28]. Despite these extensive analyses, we still do not know the genes downstream of *tbx16* that carryout differentiation.

*Mesogenin* is a basic-helix-loop-helix (bHLH) transcription factor expressed in the tailbud and first identified in chick [33]. In mouse and *Xenopus*, *mesogenin* is crucial for paraxial mesoderm specification [34,35]. Zebrafish *mesogenin 1* (*msgn1*) is expressed in the posterior tailbud, in the mesodermal progenitors, PZ domain and posterior PSM in a pattern very similar to that of *tbx16*. *Msgn1* expression is sharply reduced in *spt* mutant embryos suggesting that *msgn1* is downstream of *tbx16* [36]. Further studies in *Xenopus* and mouse showed that *msgn1*’s expression in the PSM is controlled by *tbx6* and Wnt signaling [37–41].

Embryos lacking both *tbx16* and *msgn1* function display a similar, but more severe phenotype to embryos lacking *tbx16* or *msgn1*, with a mass of mesodermal progenitors accumulating in the posterior tailbud and lack of somitic mesoderm [18,19]. These studies suggest that *tbx16* and *msgn1* repress the mesodermal progenitor state, but it remains unclear how they regulate mesoderm morphogenesis. *Tbx16;msgn1* double mutants have significantly more mesodermal progenitor cells, posterior spinal cord progenitor cells, and fewer muscle cells compared to wild type [42]. Mesodermal progenitors lacking *tbx16* and *msgn1* fail to produce functional lamellipodia to establish directional migration despite being highly mobile [43]. In mice, *tbx6*;*msgn1* and double mutants exhibit a similar genetic redundancy in regulating mesoderm development in the tailbud [44]. In zebrafish, *tbx6l* can partially compensate for loss of *tbx16* function [45].

It is still unclear how *tbx16* and *msgn1* regulate the morphogenesis and differentiation of the paraxial mesoderm. Indeed, it is challenging for gene expression analysis to explain phenotypes given the large number of genes and their non-linear interactions and the extensive variability observed both across expression states and among individual cells. This complexity is further compounded by the uneven functional importance of genes with similar expression patterns. Here, we propose a data-driven algorithm that applies the Shapley value [46], a well-established game theory metric, to the analysis of gene expression data. This algorithm not only identifies key genes involved in cell state transitions but also quantitatively estimates the correlation between overall gene expression levels across cells and the progression of cell differentiation. This work provides a systematic method to elucidate the relationship between gene expression patterns and developmental transitions. Moreover, the generalizability of this data-driven framework allows for its adaptation to other types of gene expression data and diverse biological processes.

In this study, we employ machine learning and game theory to analyze the gene network that governs zebrafish body elongation and paraxial mesoderm development. We perform temporally controlled overexpression of *tbx16* and *msgn1* during zebrafish body elongation and examine downstream gene expression using RNA sequencing on pooled dissected tailbuds. We analyzed the bulk RNA sequencing results by combining them with scRNAseq of the wild-type cell state transitions. This analysis reveals that *tbx16* and *msgn1* promote mesodermal differentiation primarily by inhibition of the mesodermal progenitor gene regulatory network. While *tbx16* and *msgn1* regulate many of the same genes, *tbx16* uniquely regulates more genes than *msgn1*. This study contributes new insights not only into vertebrate body elongation and mesodermal development but also into the methodology of gene expression data analysis.

## Results

### Transgene overexpression of *tbx16* or *msgn1*

We generated transgenic zebrafish lines using the *tol2* transposase system to overexpress either *tbx16* or *msgn1* under the *hsp70l* heat-shock promoter (Fig 1A) [47,48]. We heat-shocked transgenic embryos at the 2–3 somite stage at 38º C for 30 minutes. There are significant phenotypic differences between heat shocked transgenic and wild-type embryos 24 hours after heat shock (Fig 1C and 1D). Compared to wild-type embryos (Fig 1B), tg(*hsp70l:tbx16*) embryos have a severely truncated tail, which is expected since *tbx16* represses *tbxta* expression [9,16,18,19,28,49]. *tbx16* overexpression also disrupts eye and head development (Fig 1C). Overall, tg(*hsp70l:msgn1*) embryos have a less severe phenotype. In these embryos, anterior morphology is similar to that of wild-type embryos, but the posterior body is truncated and lacks a notochord (Fig 1D).

**Fig 1:**
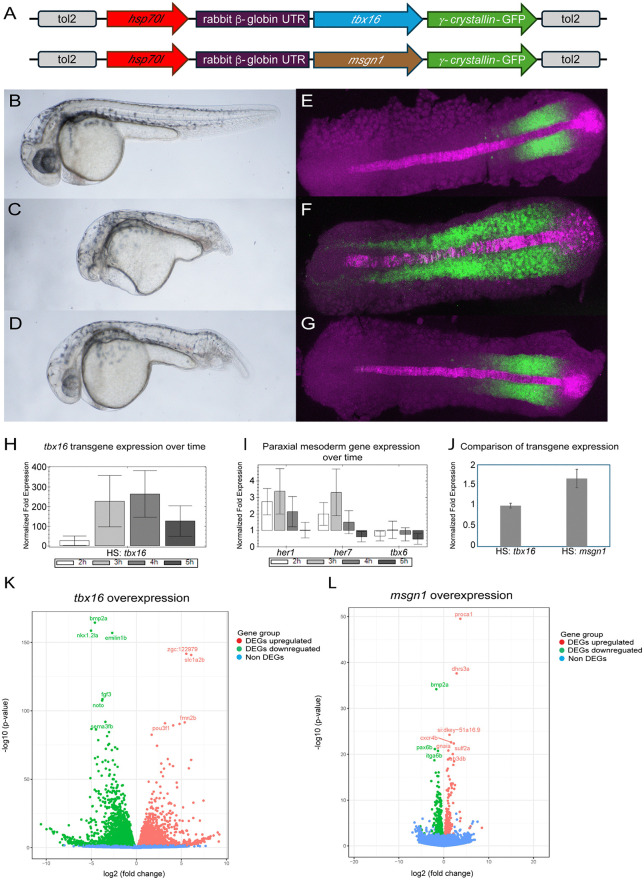
Heat-shock over-expression of *tbx16* or *msgn1* alters gene expression within 3 hours. **(A)** *hsp70-*driven *tbx16* and *msgn1* transgenic constructs. *Tol2* sites at both ends of the construct allow for *tol2* transposase-mediated insertion into the genome. The gamma-crystallin promoter drives GFP expression in the lens to be used for screening. The rabbit beta globin sequence is used as a unique sequence to measure transgene mRNA. B-D. Embryos 1 day after 2 ~ 3 somite stage heat shock. **(B)** a wild-type embryo. **(C)** a tg(*hsp70l-tbx16*) embryo. **(D)** a tg(*hsp70l-msgn1*) embryo. **(E-G)** Fluorescent in situ hybridization of *tbx6* (green) and *tbxta* (magenta) in wild-type **(E)** tg(*hsp70l:tbx16*), and tg(*hsp70l:msgn1*) embryos. **(H)** RT-qPCR analysis for *beta globin* sequence of the 5’UTR of transgenic constructs at different times after heat shock. **(I)** RT-qPCR analysis *her1, her7* and *tbx6* from wild-type, *tg(hsp70l:tbx16)*, and *tg(hsp70l:msgn1)* embryos. *Beta-actin* is used as a reference for to normalize for total amount of mRNA in each isolate. Analysis was performed on *hsp70l*: *tbx16* embryos 2, 3, 4, 5 hours post heat shock. Fold change is relative to expression levels of WT embryos at two hours post heat shock. **(J)** Tg(*hsp70l-msgn1*) exhibits higher expression than tg(*hsp70l-tbx16*) 3 hours after heat shock. **(K-L)** Volcano plot of RNA-seq experiments to embryo dissected tailbuds of *tbx16* overexpression vs wild type **(K)** and *msgn1* overexpression vs wild type **(L)**. The upregulated, downregulated, and non DEGs are color coded as red, green and blue dots, respectively.

We next sought to define the timing of gene expression changes that underlie these morphological phenotypes. First, we determined the earliest timepoint after heat shock at which significant alterations in gene expression can be detected. We performed RT-qPCR experiments on tg(*hsp70l:tbx16*) embryos 2, 3, 4, 5 hours after heat shock. We used the rabbit *beta globin* sequence in our transgene (Fig 1A) to measure heat shock induction of transgene mRNA expression. *her1*, *her7*, *tbx6* mRNA were assayed as markers of paraxial mesoderm differentiation and *beta-actin* was used as a control [50]. We used intron qPCR primers for *her1* and *her7* to measure nascent transcription and exon primers for *tbx6* and *beta-actin*. tg(*hsp70l:tbx16*) transgene expression is strongly induced 3 hours after heat shock and peaks 4 hours after heat shock (Fig 1H). *her1* and *her7* transcription increases most at 3 hours after heat shock, but *tbx6* expression did not exhibit a significant change in mRNA levels compared to wild type (Fig 1I). We compared the relative expression of the transgenes 3 hours after heat shock and found that the tg(*hsp70l:msgn1*) displayed higher fold induction relative to the tg(*hsp70l:tbx16*) (Fig 1J). Based on these results, we performed subsequent experiments 3 hours after heat shock to identify the initial burst of gene expression changes following transgene induction.

We examined spatial changes in gene expression using fluorescent in situ hybridization of *tbx6* and *tbxta* on wild-type, tg(*hsp70l:tbx16*) and tg(*hsp70l:msgn1*) embryos 3 hours after heat shock (Fig 1E-1G). Compared to wild-type embryos, tg(*hsp70l:tbx16*) embryos extend the expression of *tbx6* anteriorly, and *tbxta* expression is more variegated in the posterior tailbud. In tg(*hsp70l:msgn1*) embryos, *tbx6* expression is slightly extended to the anterior, and *tbxta* expression in the posterior tailbud is attenuated compared to wild type. This effect of *msgn1* over-expression is weaker than the phenotype produced by a prior tg(*hsp70l:msgn1*) transgene which induced a larger anterior expansion of *tbx6* expression [18]. Overall, the tg(*hsp70l:tbx16*) transgene has a greater effect on both body elongation and tailbud gene expression than tg(*hsp70l:msgn1*).

### RNAseq of transgenic tailbuds

Our aim was to reveal the downstream effectors of *tbx16* and *msgn1* that mediate mesodermal progenitor differentiation. The next step in this process was to identify genes that rapidly respond to over-expression of *tbx16* and *msgn1*. We used bulk RNA sequencing to maximize read depth. We performed RNA sequencing of pooled dissected tailbuds of wild type, tg(*hsp70l:tbx16*) and tg(*hsp70l:msgn1*) embryos 3 hours after heat shock. We performed three biological replicates of each genotype. 

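Tailbuds were dissected 3 h after a 30 min heat shock from wild-type embryos and from embryos carrying *tbx16* or *msgn1* under the *hsp70l* heat-shock promoter. The paper's methods give the heat-shock temperature as 38 °C, and the sample labels give 28 °C. Each of the 9 samples held 10 pooled tailbuds, and there were 3 samples per genotype. The tg(*hsp70l:msgn1*) samples came from outcrosses of heterozygous fish, and tailbuds of genotyped embryos without the transgene were pooled as the wild-type controls. The tg(*hsp70l:tbx16*) samples came from outcrosses of homozygous fish, so genotype and parents cannot be told apart in the comparison of that line with wild type. The authors trimmed the reads with Trim Galore, aligned them to GRCz11 with HISAT2, quantified genes with StringTie and deposited whole-number counts per gene without normalization. The count table lists 32020 genes by name, of which 1353 have a repeated or blank name. Counts per sample summed to between 34971233 and 43889121 in wild type (median 39683177), between 39924412 and 49654769 in tg(*hsp70l:tbx16*) (median 41558252) and between 30750552 and 38010466 in tg(*hsp70l:msgn1*) (median 36548252).
All 9 samples were fitted in a single model with 1 coefficient per genotype, with edgeR's TMM normalization and quasi-likelihood F-test. The test covered the 19949 genes that passed edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. A gene with an adjusted p under 0.05 is called a differentially expressed gene (DEG). Normalized counts are given as mean ± SD over the 3 samples of a genotype. Because 3 samples against 3 cannot give an exact p under 0.1 for a single gene, each p rests on the spread shared across genes. After the genotype means were removed, wild-type and tg(*hsp70l:msgn1*) samples with the same replicate number had a mean correlation of 0.175, against -0.0867 for different numbers. The same-number values were 0.105, 0.0187 and 0.401 for replicates 1, 2 and 3, so the mean rests mainly on replicate 3. Values for different numbers ran from -0.325 to 0.265, so the pairing is uncertain. A fit with the replicate number as a block is given beside part of the results for *msgn1*, mainly the counts of DEGs, the shared percents and single genes. It was made on all 9 samples, so the tg(*hsp70l:tbx16*) samples, from other crosses, share its block terms. It is therefore no test of wild-type and tg(*hsp70l:msgn1*) pairs alone. The same-number correlation was 0.000833 between wild type and tg(*hsp70l:tbx16*), and for *tbx16* the block is given only with the shared percents and among the alternatives.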

To identify significant differentially expressed genes, we used DESeq2 with an adjusted p-value cutoff of 0.05 and a 1.5-fold change in expression. 

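In tg(*hsp70l:tbx16*) tailbuds, 6133 of the 19949 tested genes were DEGs against wild type by edgeR's quasi-likelihood test. Of these, 3129 were lower and 3004 were higher, and 4811 also changed by at least 1.5-fold. At an unadjusted p under 0.05 there were 8356 genes. In tg(*hsp70l:msgn1*) tailbuds, 170 genes were DEGs, 99 lower and 71 higher, and 162 changed by at least 1.5-fold. At an unadjusted p under 0.05 there were 2813 genes. With the replicate number as a block over all 9 samples, 85 genes were DEGs in tg(*hsp70l:msgn1*), and 80 of the 170 genes were among them. With single samples left out, the count for *msgn1* ranged from 37 without wild-type replicate 1 to 1200 without tg(*hsp70l:msgn1*) replicate 2. DESeq2's Wald test at an adjusted p under 0.05 and without a fold threshold gave 6976 genes for *tbx16* and 706 for *msgn1*, and 5265 and 508 with the 1.5-fold threshold. The 706 genes included 165 of the 170. On simulated counts with known changes, 4.88% of edgeR's calls and 25.4% of DESeq2's calls were false, and edgeR recovered 41.2% of the 2-fold changes where DESeq2 recovered 56.6%. In the simulation 200 of 18767 genes changed, and the share of false calls depends on how many genes change. These shares therefore do not carry over to *tbx16*, where far more genes were called. The dispersions were edgeR's own estimates, which may favour edgeR.

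**Figure D1:**
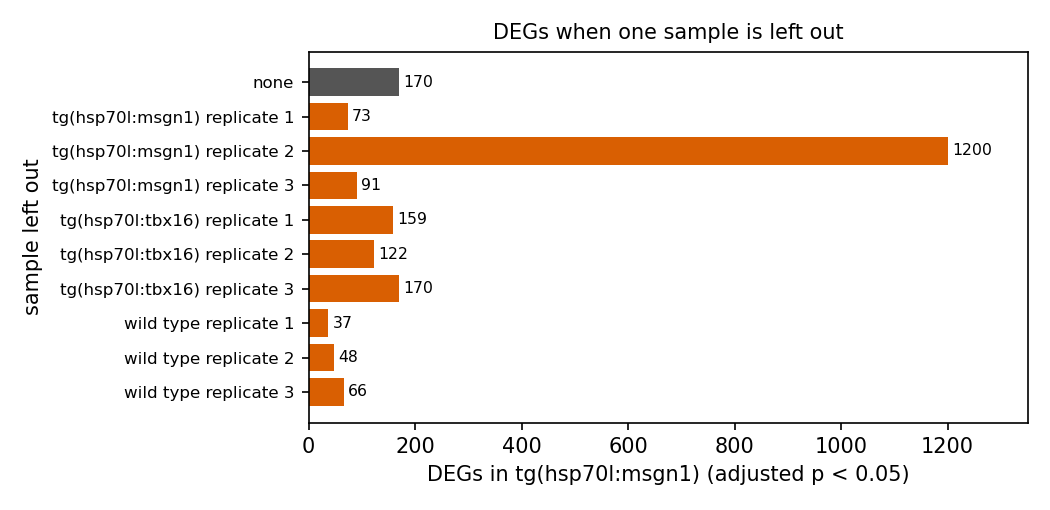
Number of DEGs in tg(*hsp70l:msgn1*) against wild type (horizontal axis) with all 9 samples (none) and with each sample left out in turn (vertical axis). The count is 170 with all samples and lies between 37 and 1200 with a sample left out.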

We identified 6976 differentially expressed genes (DEGs) in tg(*hsp70l:tbx16*) embryos and 706 in tg(*hsp70l:msgn1*) embryos compared to wild type (Fig 1K-1L and S1 Fig and S1 and S2 Tables). The larger number of DEGs in tg(*hsp70l:tbx16*) embryos is consistent with its more broad and severe phenotype compared to tg(*hsp70l:msgn1*) embryos. 

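The 2 transgenic lines were also compared with each other, which tests the difference between the lines itself. The lines came from different crosses, so this difference cannot be told apart from one between parents. By RT-qPCR the paper also found a higher fold induction of the *msgn1* transgene. By edgeR's quasi-likelihood test, 7650 genes differed between tg(*hsp70l:tbx16*) and tg(*hsp70l:msgn1*) tailbuds, and 9631 did at an unadjusted p under 0.05. Of the 6001 genes that were DEGs for *tbx16* only, 4893 also differed between the lines. Of the 38 genes that were DEGs for *msgn1* only, 37 differed between the lines. The remaining 132 genes were DEGs in both comparisons, 82 in the same direction and 50 in opposite directions.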

As expected, *tbxta* is downregulated by 3.31 fold in tg(*hsp70l:tbx16*) embryos which corresponds to the severely truncated tail phenotype. 

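The count of *tbxta*, a T-box gene on chromosome 19 from 15329574 to 15333686 in the GRCz12tu annotation, was 12612 ± 873 normalized counts (SD, n = 3) in wild type and 3812 ± 884 (SD, n = 3) in tg(*hsp70l:tbx16*). Its log2 fold change was -1.73 (standard error 0.16, adjusted p = 5.4e-05 from edgeR's quasi-likelihood test), a 3.31-fold decrease. With each sample left out in turn it stayed between -1.89 and -1.55, and *tbxta* was a DEG in 9 of the 9 fits. In tg(*hsp70l:msgn1*) the count was 7625 ± 479.7 (SD, n = 3), with a log2 fold change of -0.73 (standard error 0.16, adjusted p = 0.0699 from the same edgeR test, and 0.114 with the replicate block). The log2 difference between the 2 lines lay between -1.17 and -0.82 with each sample left out (adjusted p = 0.00103 from edgeR with all 9 samples). The count of *tbx16* itself, on chromosome 8, rose in tg(*hsp70l:tbx16*) with a log2 fold change of 1.15 (standard error 0.19, adjusted p = 0.00149 from edgeR), and that of *msgn1*, on chromosome 4, rose in tg(*hsp70l:msgn1*) with a log2 fold change of 1.19 (standard error 0.20, adjusted p = 0.0263 from edgeR, and 0.0712 with the block). Reads from the transgene and from the endogenous gene were not separated in these counts.

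**Figure D2:**
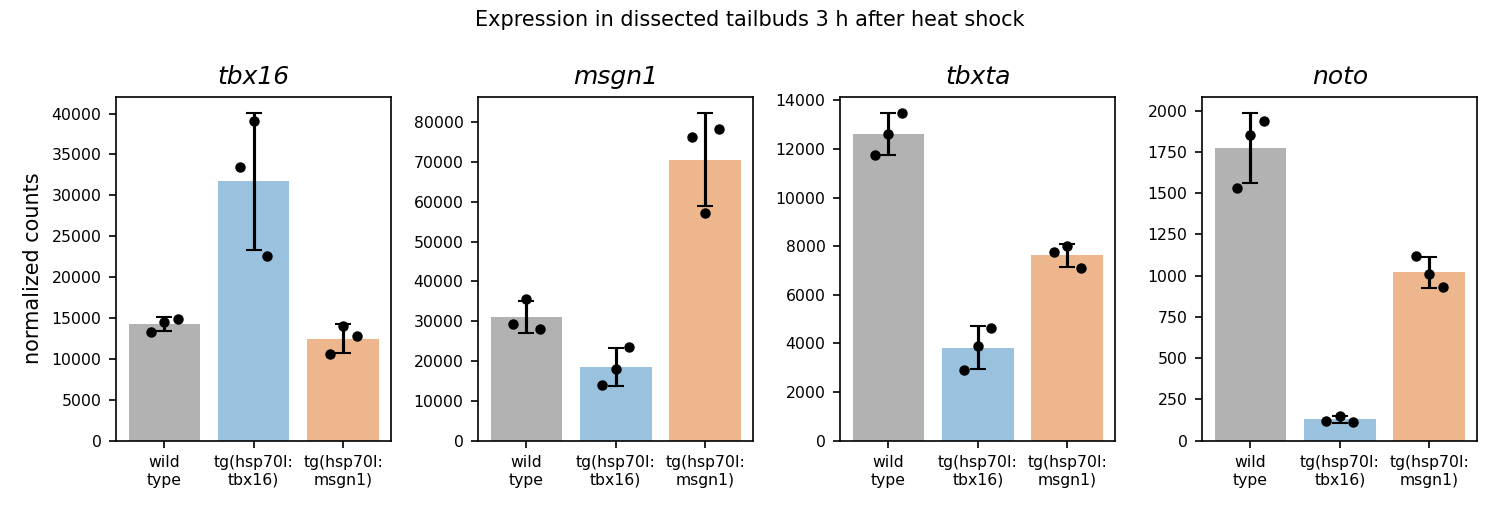
Normalized counts (vertical axes, starting at 0) of *tbx16*, *msgn1*, *tbxta* and *noto* in wild-type, tg(*hsp70l:tbx16*) and tg(*hsp70l:msgn1*) tailbuds 3 h after heat shock. Bars show the mean and error bars the SD of 3 samples, and points show the samples. The 3 tg(*hsp70l:tbx16*) samples lie below all wild-type samples for *tbxta* and *noto*.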

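The homeobox gene *noto* lies on chromosome 13 from 15366957 to 15368915 in the GRCz12tu annotation. It had 1775 ± 212 normalized counts (SD, n = 3) in wild type and 1021 ± 94.5 (SD, n = 3) in tg(*hsp70l:msgn1*). The log2 fold change was -0.80 (standard error 0.15, adjusted p = 0.0368 from edgeR's quasi-likelihood test), and the replicate block gave an adjusted p of 0.0881. With each of the 9 samples left out it lay between -0.89 and -0.72, with adjusted p between 0.0343 and 0.157, and *noto* was a DEG in 3 of the 9 fits. Over all other settings that were tried, its adjusted p in tg(*hsp70l:msgn1*) ran from 8.4e-05 with DESeq2 to 0.329 with replicates 1 and 2 alone, a setting chosen after seeing the data. In tg(*hsp70l:tbx16*) the count was 128 ± 20.1 (SD, n = 3), with a log2 fold change of -3.79 (standard error 0.16, adjusted p = 1.1e-06 from edgeR). The difference between the lines was -2.99 on the log2 scale (adjusted p = 2.5e-06 from edgeR).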

In tg(*hsp70l:msgn1*) embryos, *noto* expression is downregulated by 1.73 fold which accounts for the lack of posterior notochord [51].

### Gene expression analysis via DESeq2

We proceeded to analyze the correlation between the genes misregulated by *tbx16* or *msgn1* overexpression with the genes that change expression levels during paraxial mesoderm development. To that end, we utilized the scRNAseq expression data and paraxial mesoderm cell state classification from [14]. In that study, UMAP was used to arrange the cells in a one-dimensional pseudotime sequence, and then the pseudotime was segmented into distinct transcriptional cell states using a variance minimization algorithm. That protocol identified six different cell states: neuronal, neuromesodermal progenitor (NMP), mesodermal progenitor (MP), progenitor zone (PZ), posterior (pPSM) and anterior PSM (aPSM), (Fig 2A and 2B). To identify genes differentially expressed during this developmental progression, we pooled gene expression in individual cells by cell state and experimental replicate, i.e., pseudobulking, and performed DESeq2 comparisons between each adjacent pair of pseudotime segments. The number of differentially expressed genes ranged from 243 at the PZ to pPSM transition to 467 at the NMP to MP transition (Fig 2C and S3 Table). This gene set includes known neuronal, NMP and mesodermal genes such as *sox2, sox3, tbxta, tbx16, msgn1, tbx6* and *mespaa*. *Tbx16* and *msgn1* overexpression alter expression of different subsets of genes that change at each transition.

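Called genes were counted in the paper's DESeq2 lists of genes that change at each wild-type transition (S3 Table), of whose 1064 gene names 1036 were found in the count table. Genes counted here had an adjusted p under 0.05 from edgeR and at least a 1.5-fold change. After *tbx16* overexpression they were 188 of the 328 tested genes of the NMP to neuronal list (57.3%), 228 of 463 for NMP to MP (49.2%), 113 of 301 for MP to PZ (37.5%), 108 of 234 for PZ to pPSM (46.2%) and 123 of 300 for pPSM to aPSM (41%). After *msgn1* overexpression they were 37, 36, 23, 12 and 8 genes of the same lists, or 11.3%, 7.78%, 7.64%, 5.13% and 2.67%. With p-values adjusted within each list alone, the numbers were 194, 235, 116, 112 and 128 for *tbx16*, and 93, 85, 58, 35 and 23 for *msgn1*.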

**Fig 2:**
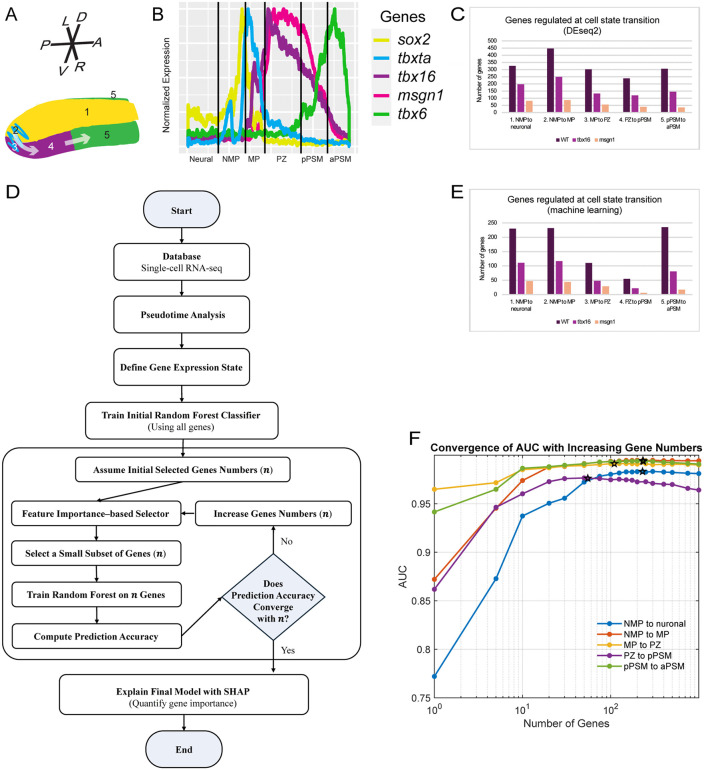
Overview of machine-learning-based selection of cell state transition genes. **(A)** A schematic showing the developmental trajectory of the paraxial mesoderm in the tailbud. Body axes are shown D (dorsal), V (ventral), A (anterior), P (posterior), R (right) and L (left). The expression patterns of *sox2* (yellow), *brachyury* (cyan), *tbx16* (purple), and *tbx6* (green) are schematized. **(B)** Smoothed, normalized single cell gene expression profiles of wild type tailbuds cells over the pseudotime trajectory, where optimal change points delineate six gene expression states: neuronal, neuromesodermal progenitors (NMP), mesodermal progenitors (MP), progenitors zone (PZ), posterior (pPSM) and anterior PSM (aPSM). NMPs can develop either as neuronal cells (leftward) or as mesodermal progenitors (rightward). Five representative genes from 10269 identified genes are shown. **(C, E)** Histogram showing the number of genes exhibiting expression changes during each wild-type cell state transition. Also shown is the overlap with genes regulated by *tbx16* or *msgn1* overexpression compared to wild type (≥1.5-fold change). **(C)** Genes identified by DESeq2 using a 1.5-fold expression change threshold during the cell state transitions. **(D)** The flowchart of the data driven framework to identify key genes correlated to the gene expression state transitions and to quantify each gene’s importance with a Shapley value. **(E)** Genes identified by the machine learning algorithm. **(F)** Random forest model training accuracy on the test dataset versus the number of genes selected (x-axis in log scale). The star marker indicates the number of genes selected by the random forest classifier that maximizes prediction accuracy under optimal hyperparameters.

We generated scatterplots of these data for each cell state transition (S2 and S3 Figs and S4 and S5 Tables). These plots show how expression of each gene changes (up or down) in the scRNAseq pseudotime along the x-axis. The log-fold change in gene expression after heat shock of tg(*hsp70l:tbx16*) or tg(*hsp70l:msgn1*) is plotted along the y-axis. The preponderance of gene expression is repressed by *tbx16* overexpression (S2 Fig). 

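Among all DEGs with at least a 1.5-fold change in tg(*hsp70l:tbx16*), 2396 of 4811 were lower than in wild type, or 49.8% (95% Wilson interval 48.4 to 51.2). When counts were scaled by library size alone, the share of lower genes was 36.8%, and the median log2 fold change over all genes was 0.18 against 0.03 with TMM normalization. Among the 468 called genes of the wild-type transition lists, 387 were lower, or 82.7%. Among the 4343 called genes outside the lists, 2009 were lower, or 46.3%. The difference was 36.4 percentage points (p = 2.87e-54, two-sided Fisher exact test), and it stayed between 30.7 and 37.8 with each sample left out. Random sets of called genes matched on mean count had a median of 63.03% lower, so part of this difference goes with expression level. Genes are not independent replicates, so the Fisher exact p describes the lists only. In tg(*hsp70l:msgn1*), 94 of 162 such DEGs were lower, or 58.0% (95% Wilson interval 50.3 to 65.4), with 77.5% under scaling by library size alone and 48.2% with the replicate block. There 38 of the 70 called genes inside the lists were lower (54.3%) and 56 of the 92 outside them (60.9%), a difference of -6.58 percentage points (p = 0.425, two-sided Fisher exact test). With each sample left out this difference ranged from -12.9 to 20.8 points, reversed in 4 of the 9 fits, with Fisher exact p from 1.0e-05 to 1.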

We reasoned that since *tbx16* is required for paraxial mesoderm differentiation, true *tbx16* target genes would either be upregulated at a particular cell state transition in wild type (WT^+^) and also upregulated after *tbx16* overexpression (tbx16^+^) or be downregulated at a particular wild-type cell state transition (WT^-^) and also downregulated by *tbx16* overexpression (tbx16^-^). These genes are in the top right and bottom left quadrants of each scatterplot, respectively. These plots show a bias in WT^-^tbx16^-^ genes, particularly at the NMP to MP, PZ to pPSM and pPSM to aPSM transitions (S2 Fig). 

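Within each list of S3 Table, the percent of called genes that were lower after *tbx16* overexpression was compared between genes that fall and genes that rise at the wild-type transition. At NMP to neuronal, 87 of 92 falling genes and 86 of 96 rising genes were lower, a difference of 4.98 percentage points (p = 0.283, two-sided Fisher exact test; 0.422 after Benjamini-Hochberg adjustment over the 19 comparisons of this kind). At NMP to MP, 134 of 161 falling and 60 of 67 rising genes were lower, a difference of -6.32 points (p = 0.307, adjusted p = 0.422, same Fisher exact test). At MP to PZ the numbers were 42 of 44 and 47 of 69, a difference of 27.3 points (p = 0.000346, adjusted p = 0.00164, Fisher exact test). At PZ to pPSM they were 76 of 81 and 17 of 27, a difference of 30.9 points (p = 0.000273, adjusted p = 0.00164, Fisher exact test). At pPSM to aPSM they were 64 of 71 and 26 of 52, a difference of 40.1 points (p = 9.7e-07, adjusted p = 1.8e-05, Fisher exact test). The alternative that moved a call among these 5 transitions was scaling by library size alone, under which the difference at NMP to neuronal was 11.8 points (p = 0.0338, Fisher exact test).

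**Figure D3:**
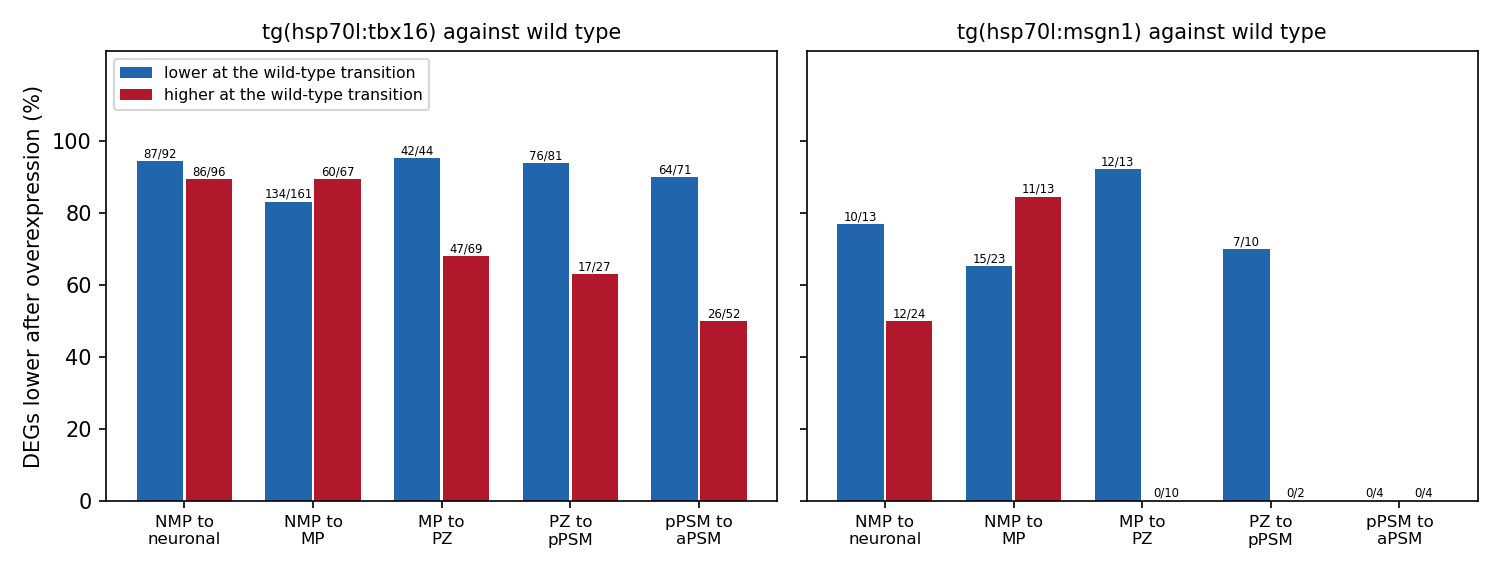
Percent of DEGs with at least a 1.5-fold change that were lower after overexpression (vertical axis), by wild-type transition (horizontal axis), for tg(*hsp70l:tbx16*) (left) and tg(*hsp70l:msgn1*) (right). Blue bars stand for genes that are lower, and red bars for genes that are higher, at the wild-type transition in S3 Table. The number over each bar gives the lower genes and the called genes, such as 76 of 81 at PZ to pPSM for *tbx16*.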

The *msgn1* analysis also shows enrichment of WT^-^msgn1^-^ genes particulary at the PZ to pPSM transition whereas the MP to PZ transition is enriched for both WT^-^msgn1^-^ and WT^+^msgn1^+^ genes (S3 Fig).

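For *msgn1*, the called genes of the MP to PZ list split by their wild-type direction: 12 of the 13 falling genes were lower and 0 of the 10 rising genes were lower, a difference of 92.3 percentage points (p = 9.6e-06, two-sided Fisher exact test; adjusted p = 9.1e-05). With each sample left out the difference stayed between 71.7 and 90. At PZ to pPSM, 7 of 10 falling and 0 of 2 rising genes were lower, a difference of 70 points (p = 0.152, adjusted p = 0.349, Fisher exact test). With DESeq2's calls in place of edgeR's, the PZ to pPSM difference was 65.0 points (p = 0.00275, Fisher exact test). At pPSM to aPSM, 0 of the 8 called genes were lower. With the replicate block, the falling genes called lower were 5 at NMP to neuronal, 6 at NMP to MP, 8 at MP to PZ and 4 at PZ to pPSM. At NMP to neuronal the lower genes were 10 of 13 falling and 12 of 24 rising genes (p = 0.165, Fisher exact test), and at NMP to MP they were 15 of 23 and 11 of 13 (p = 0.270, Fisher exact test). DESeq2's calls gave 23.6 points (p = 0.0461) and -22.2 points (p = 0.0348, Fisher exact tests) at these 2 transitions, and leaving out single samples gave 14.1 to 55.6 points and -40 to -18.5 points, with Fisher exact p from 0.0121 to 0.694 and from 0.0730 to 1.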

### Gene expression analysis using machine learning

The pseudotime analysis incorporates 21301 genes to calculate the pseudotime coordinates with breakpoints for gene expression state classification [14]. However, the high dimensionality of the data and the structure of this classification complicate quantification of how DESeq2 pseudobulked gene expression changes contribute to transitions between consecutive cell states (e.g., NMP to MP). To uncover the intricate relation between developmental gene expression state and individual genes, we utilized a Random Forest Classifier with Shapley Additive exPlanations (SHAP) framework customized for decision-tree models (Fig 2D) [52,53]. The Random Forest Classifier was used to reconstruct the gene expression states and provide probabilities missing from the orginal pseudotime states. SHAP used these probabilites to quantify the importance of each gene in defining each transcriptional state. The underlying hypothesis is that genes that are important for defining transcriptional state transitions during differentiation will be functionally important. If this hypothesis is correct, then these gene lists should be enriched for genes with known functions in paraxial mesoderm development.

The first three steps were the creation of the pseudotime-classified dataset (Fig 2D) [14]. The Random Forest Classifier was then trained on this dataset to identify a minimal subset of genes capable of accurately classifying gene expression states from the full gene set (Fig 2F). We identified a selected number of genes for each cell state with the subset size of these genes overlapping with those up- or downregulated (≥1.5-fold) by *tbx16* or *msgn1* overexpression (Fig 2D). 

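Of the 537 gene names of the machine learning lists (S6 Table), 518 were found in the count table. DEGs with at least a 1.5-fold change after *tbx16* overexpression, from edgeR, were 107 of the 219 tested genes at NMP to neuronal (48.9%), 115 of 238 at NMP to MP (48.3%), 44 of 106 at MP to PZ (41.5%), 19 of 54 at PZ to pPSM (35.2%) and 77 of 226 at pPSM to aPSM (34.1%). After *msgn1* overexpression they were 22, 20, 14, 2 and 6 genes of these lists. With p-values adjusted within each list alone, the numbers for *tbx16* were 110, 118, 44, 20 and 79, and for *msgn1* 56, 47, 31, 4 and 8.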

The Random Forest Classifier gene lists are more selective than the DESeq2-generated gene lists (compare Fig 2C to 2E).

The resulting model structure was then used to compute gene-specific Shapley values across individual cells [46]. Shapley values are a game theory-based metric of the contribution of each component of a group to the outcome/performance of the group. The approach has recently been extensively used to interpret machine-learning model predictions to account for intricate interactions between features [53]. Here, the Shapley value represents the expected marginal contribution of a gene’s expression level to the predicted probability that a cell belongs to a particular transcriptional state, averaged over all possible combinations of other genes in the database. For each single cell, a positive Shapley value indicates that high or low expression of the gene raises the probability of the cell belonging to a particular cell state, while a negative value indicates that high or low expression of the gene reduces the probablity of the cell belonging to the state, given the influence of all other genes in the random forest decision tree model. For example, high expression of *fgf8a* decreases the probablity of a cell being neural while low expression increases the probability of a cell being neural (Fig 3B).

**Fig 3:**
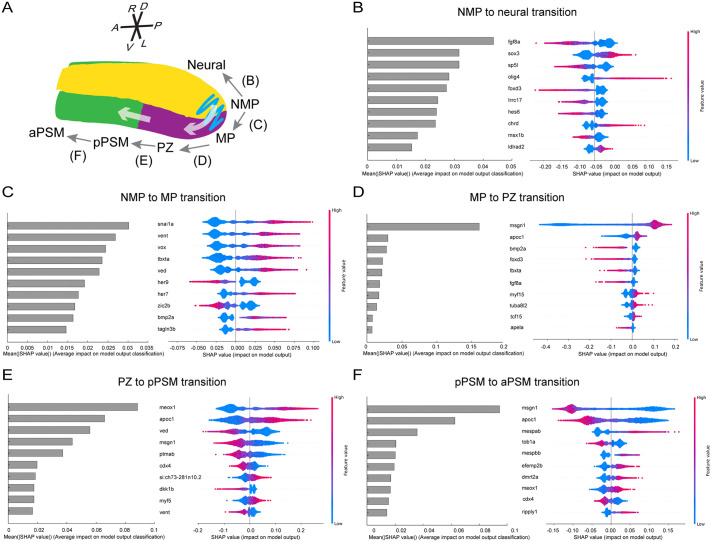
SHAP identifies the most important genes for each cell state transition. **(A)** A schematic showing the developmental trajectory of the paraxial mesoderm in the tailbud. Body axes are shown as D (dorsal), V (ventral), A (anterior), P (posterior), R (right) and L (left). Cell state transitions are shown as NMP to neural, NMP to MP, MP to PZ, PZ to pPSM, and pPSM to aPSM. Each transition is labeled with an arrow indicating the direction of transition. **(B-F)** The 10 most essential genes correlating to wild-type cell state transitions from NMP to neural **(B)**, NMP to MP **(C)**, MP to PZ **(D)**, PZ to pPSM **(E)**, and pPSM to aPSM **(F)**. These genes are ranked by their overall impact as denoted by their mean absolute Shapley value (left). The summary plot (right) combines gene importance with their overall effect on the transitions: the color represents the relative expression value of each gene from low (blue) to high (red), while 𝐱 axis (Shapley value) denotes the increase or decrease in probable impact on the cell state transition.

Application of SHAP analysis to all 8120 wild-type cells classified in the MP and PZ states with the 235 identified key genes yielded an 8120 × 235 matrix of Shapley values, representing the contributions of each gene across those wild-type cells to the decision-tree classification. Fig 3 presents summary plots that demonstrate the effect of each gene, ordered according to their importance (only the 10 most essential genes are shown). As expected, the transition between MP to PZ gene expression states is dependent upon *msgn1* in a positive relation (Fig 3D).

Lastly, we utilized the Shapley matrix of single cell gene expression to estimate how the bulk RNAseq gene expression after *tbx16* or *msgn1* overexpression influences the transitions of gene expression states during paraxial mesoderm differentiation. Here, we introduced a log-scale sensitivity parameter (*S*), representing the proportional change in a gene’s Shapley value per log₂-fold change in normalized expression (S6 Table). The calculation of *S* using a linear regression method is detailed in the Materials and Methods. In scatterplots in Figs 4 and 5, S is plotted along the x-axis. Along the y-axis S is multiplied by the log fold change in bulk RNAseq data after *tbx16* or *msgn1* overexpression (Figs 4 and 5 and S7 and S8 Tables). These plots provide a measure of how strongly perturbation-induced shifts in gene expression affect the random forest model-inferred probability of cell state transitions.

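Because *S* enters both axes of these plots, the size of *S* and the size of *S* multiplied by the log2 fold change rise together even when fold changes are assigned to genes at random. Across the 362 pairs of called gene and transition for *tbx16*, Spearman's rho between the 2 sizes was 0.920. With the fold changes shuffled between genes 10000 times, the median rho was 0.901, with 95% of shuffles between 0.889 and 0.913. Across the 64 pairs for *msgn1*, rho was 0.968, against a shuffled median of 0.962, with 95% of shuffles between 0.950 and 0.972. The size of *S* alone had a rho of 0.196 with the size of the log2 fold change for *tbx16* and 0.278 for *msgn1*. These are correlations across genes, which are not independent replicates.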

**Fig 4:**
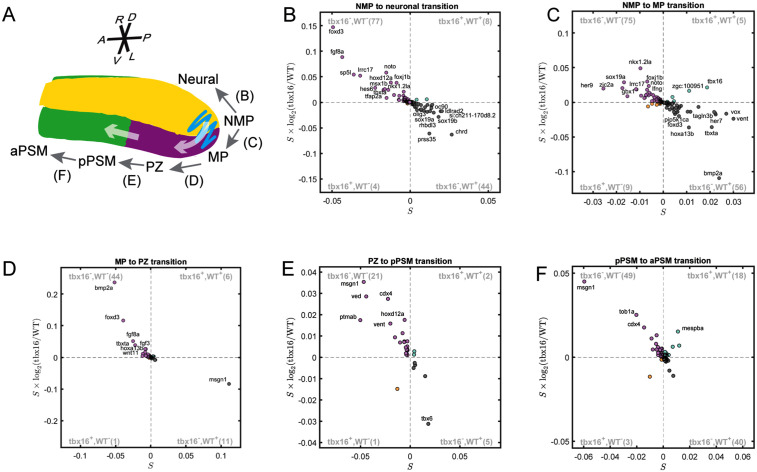
Transcriptional regulation by *tbx16* during cell state transitions of paraxial mesoderm differentiation. **(A)** A schematic showing the developmental trajectory of the paraxial mesoderm in the tailbud. Body axes are shown as D (dorsal), V (ventral), A (anterior), P (posterior), R (right) and L (left). Cell state transitions are shown as NMP to neural, NMP to MP, MP to PZ, PZ to pPSM, and pPSM to aPSM. Each transition is labeled with an arrow indicating the direction of transition. **(B-F)** The change in probability in decision tree model-predicted state transition under *tbx16* overexpression is estimated by a linear function ($𝐒\times {\text{log}}_{\text{2}}\left(\text{tbx16}/\text{WT}\right)$) of each gene’s log-scale sensitivity parameter (𝐒). Key genes identified by machine learning with positive or negative correlations to wild-type gene expression states transitions (${WT}^{+},{\text{WT}}^{-}$) and overlapping with genes up- or downregulated (≥1.5-fold; $tbx{\text{16}}^{+},\text{tbx}{\text{16}}^{+}$) under *tbx16* overexpression compared to wild type are analyzed during NMP to neural **(B)**, NMP to MP **(C)**, MP to PZ **(D)**, PZ to pPSM **(E)**, and pPSM to aPSM transitions **(F)**.

**Fig 5:**
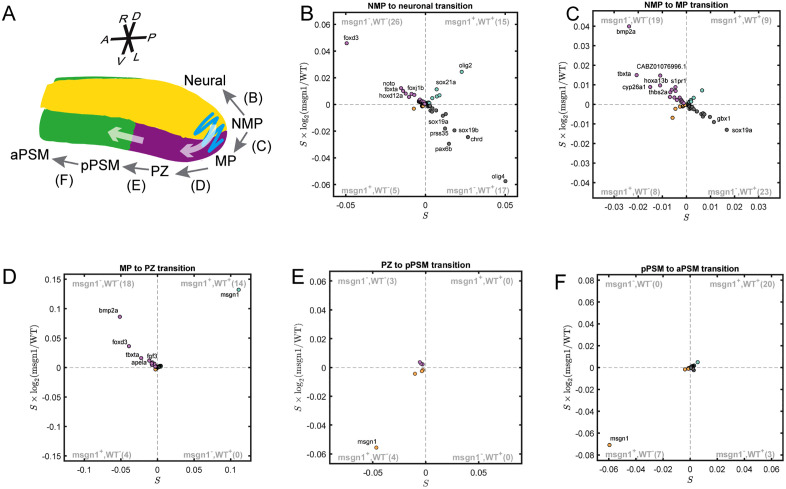
Transcriptional regulation by *msgn1* during cell state transitions of paraxial mesoderm differentiation. **(A)** A schematic showing the developmental trajectory of the paraxial mesoderm in the tailbud. Body axes are shown as D (dorsal), V (ventral), A (anterior), P (posterior), R (right) and L (left). Cell state transitions are shown as NMP to neural, NMP to MP, MP to PZ, PZ to pPSM, and pPSM to aPSM. Each transition is labeled with an arrow indicating the direction of transition. **(B-F)** The change in probability in decision tree model-predicted state transitions under *msgn1* overexpression, estimated by a linear function ($𝐒\times {\text{log}}_{\text{2}}\left(\text{msgn1}/\text{WT}\right)$) of each gene’s log-scale sensitivity parameter (𝐒). Key genes identified by machine learning with positive or negative correlations to wild-type gene expression states transitions (${WT}^{+},{\text{WT}}^{-}$) and overlapping with genes up- or downregulated (≥1.5-fold; ${msgn1}^{+},{\text{msgn1}}^{-}$) under *msgn1* overexpression compared to wild type are analyzed during NMP to neural **(B)**, NMP to MP **(C)**, MP to PZ **(D)**, PZ to pPSM **(E)**, and pPSM to aPSM transition **(F)**.

This analysis indicates that *tbx16* principally represses genes important for defining each transcriptional state. 

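In the machine learning lists, the called genes that were lower after *tbx16* overexpression were 101 of 107 at NMP to neuronal (94.4%, 95% Wilson interval 88.3 to 97.4), 107 of 115 at NMP to MP (93.0%, 86.9 to 96.4), 39 of 44 at MP to PZ (88.6%, 76.0 to 95.05), 17 of 19 at PZ to pPSM (89.5%, 68.6 to 97.1) and 60 of 77 at pPSM to aPSM (77.9%, 67.5 to 85.7).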

*Tbx16* represses genes that are normally repressed at the MP to PZ, PZ to pPSM and pPSM to aPSM transitions (upper left quadrants in Fig 4D, 4E and 4F). Moreover, *tbx16* most strongly represses genes that are the most important for defining each cell state. 

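Split by the wild-type direction in S6 Table, 30 of 30 called genes that fall at MP to PZ and 9 of 14 that rise were lower after *tbx16* overexpression, a difference of 35.7 percentage points (p = 0.00184, two-sided Fisher exact test; adjusted p = 0.00500). At pPSM to aPSM, 38 of 41 falling and 22 of 36 rising genes were lower, a difference of 31.6 points (p = 0.00182, adjusted p = 0.00500, Fisher exact test). At PZ to pPSM, 15 of 16 falling and 2 of 3 rising genes were lower, a difference of 27.1 points (p = 0.298, adjusted p = 0.422, Fisher exact test). With each sample left out, this last difference ranged from -5.88 to 27.1 points.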

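The importance of a gene, taken as its mean absolute Shapley value in S6 Table, was compared with its log2 fold change over all tested genes of each list, so that a negative Spearman's rho means that more important genes fell more. After *tbx16* overexpression, rho was -0.206 over the 238 genes at NMP to MP (p = 0.00139, two-sided permutation test; 0.0139 after adjustment over the 10 correlations of this kind). It was -0.102 over 219 genes at NMP to neuronal (p = 0.132, adjusted p = 0.411, permutation test), 0.0804 over 106 genes at MP to PZ (p = 0.412, permutation test) and 0.00476 over 54 genes at PZ to pPSM (p = 0.973, permutation test). At pPSM to aPSM it was 0.135 over 226 genes (p = 0.0418, adjusted p = 0.209, permutation test). With the absolute value of *S* as the importance, rho was -0.323 at NMP to neuronal and -0.325 at NMP to MP, each with p = 1e-05, the smallest that 100000 permutations can give, -0.0953 at MP to PZ (p = 0.330, permutation test), 0.0870 at PZ to pPSM (p = 0.532, permutation test) and 0.139 at pPSM to aPSM (p = 0.0366, permutation test). Among the called genes alone, rho at NMP to MP was -0.0423 over 115 genes (p = 0.656, permutation test). After *msgn1* overexpression, rho lay between -0.0595 and 0.0938 at the 5 transitions, with p from 0.164 to 0.677 (permutation tests). With the absolute value of *S* it was -0.345 at NMP to MP (p = 1e-05, again the smallest possible) and -0.212 at NMP to neuronal (p = 0.00156, permutation test). Genes are not independent replicates, so these p-values describe the lists only.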

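At the NMP to neuronal transition, the directions given in S6 Table were opposite to those in S3 Table for 146 of the 146 genes on both lists, and opposite to the sign of *S* in S7 Table for 111 of 111 genes, while at NMP to MP 185 of 185 genes had the same direction in S3 Table and S6 Table. With the sign of S7 Table, a choice made after the directions were compared, 64 of 67 called genes that fall at the transition and 37 of 40 that rise were lower after *tbx16* overexpression, a difference of 3.02 percentage points (p = 0.669, two-sided Fisher exact test). With the directions of S6 Table the difference was -3.02 points.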

*Tbx16* represses both proneural genes that are normally upregulated at the NMP to neuronal transition and promesodermal genes are are downreguated at this transition (Fig 4B). 

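At the NMP to MP transition, 61 of 65 called genes of the machine learning list that fall in wild type and 46 of 50 that rise were lower after *tbx16* overexpression, a difference of 1.85 percentage points (p = 0.726, two-sided Fisher exact test). The sign of this difference depended on the settings, and it was -3.60 points when counts were scaled by library size alone.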

*Tbx16* also represses genes that are normally upregulated and downregulated at the NMP to MP transition. *Tbx16* is known to repress *sox2*, which promotes NMP differentiation into neuronal precursors [28], but these data suggest that *tbx16* similarly promotes mesodermal progenitor differentiation into PZ and PSM via transcriptional repression.

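The count of *sox2*, on chromosome 22 from 39475221 to 39477306 in the GRCz12tu annotation, was 2754 ± 281 normalized counts (SD, n = 3) in wild type, 789.6 ± 135 (SD, n = 3) in tg(*hsp70l:tbx16*) and 1998 ± 346 (SD, n = 3) in tg(*hsp70l:msgn1*). Its log2 fold change was -1.80 after *tbx16* overexpression (standard error 0.17, adjusted p = 5.3e-05 from edgeR's quasi-likelihood test) and -0.46 after *msgn1* overexpression (standard error 0.16, adjusted p = 0.261, and 0.377 with the replicate block). The 2 lines differed by -1.34 on the log2 scale (adjusted p = 0.000269 from edgeR).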

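Of the genes called in the machine learning lists after *msgn1* overexpression, 16 of 22 were lower at NMP to neuronal (72.7%, 95% Wilson interval 51.8 to 86.8), 15 of 20 at NMP to MP (75%, 53.1 to 88.8), 9 of 14 at MP to PZ (64.3%, 38.8 to 83.7), 1 of 2 at PZ to pPSM and 0 of 6 at pPSM to aPSM.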

*Msgn1* likewise represses gene expression but it affects far fewer genes (Fig 5). At the MP to PZ transition, *msgn1* almost exclusively represses genes that are normally downregulated at this transition. 

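At MP to PZ, 9 of the 9 called genes of the machine learning list that fall in wild type were lower after *msgn1* overexpression, and 0 of the 5 that rise were lower (two-sided Fisher exact test, p = 0.0005, adjusted p = 0.0019). All 5 of the rising genes were higher. With the replicate block, 5 falling genes of this list were called lower, against 9 without it. With each sample left out, the difference between the 2 groups ranged from 78.4 to 100 percentage points, with Fisher exact p from 7.7e-05 to 0.1.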

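With the directions of S7 Table at the NMP to neuronal transition, 8 of 9 called genes of the machine learning list that fall and 8 of 13 that rise were lower after *msgn1* overexpression, a difference of 27.4 percentage points (p = 0.333, two-sided Fisher exact test). With the directions of S6 Table, which are the reverse at this transition, the same calls gave -27.4 points and DESeq2's calls -34.4 points (p = 0.0146, Fisher exact test), so the 2 tools had the same direction. Over the settings with the directions of S6 Table the difference ran from -51.2 to 0 points, with Fisher exact p from 0.000317 to 1.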

*Msgn1* also represses both proneural genes that are normally upregulated at the NMP to neuronal transition and promesodermal genes that are normally downregulated at this transition. Similarly, m*sgn1* represses both pro-NMP genes at the NMP to MP transitions and represses pro-MP genes (Fig 5B and 5C). These results again suggest that *msgn1* promotes paraxial mesoderm differentiation by repressing genes that are important for defining the MP cell state.

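At the NMP to MP transition, 7 of 11 called genes of the machine learning list that fall in wild type and 8 of 9 that rise were lower after *msgn1* overexpression, a difference of -25.3 percentage points (p = 0.319, two-sided Fisher exact test). With each sample left out it ranged from -66.7 to 11.23 points.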

### The machine learning gene lists are enriched for important genes

We compared both the DESeq2 and machine learning gene lists for each cell state in wild-type tailbuds to the lists of DEGs in tg(*hsp70l:tbx16*) embryos and tg(*hsp70l:msgn1*) embryos. Since *tbx16* and *msgn1* are required for cells to mature into PSM, we focused on the MP to PZ transition and PZ to pPSM transition. Genes that are downregulated at these transitions in wild-type embryos and also repressed by overexpression of *tbx16* and *msgn1* were the most conspicuous in the scatterplots (Figs 4D, 4E, 5D and 5E), so we specifically list these genes in Table 1.

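Each gene printed in Table 1 was looked up in the edgeR results, and was counted where it was a DEG with at least a 1.5-fold decrease. Of the 23 genes listed at MP to PZ as repressed by both transgenes, all 23 were tested, 22 were counted after *tbx16* overexpression, and 10 after *msgn1* overexpression, with median log2 fold changes of -2.23 and -0.93. Of the 36 genes listed for *tbx16* only, 34 were tested, and 31 were counted for *tbx16* and 1 for *msgn1*, with medians of -1.58 and -0.08. Of the 8 genes listed for *msgn1* only, 7 were tested, and 4 were counted for *msgn1* and 1 for *tbx16*. At PZ to pPSM, all 14 genes listed for both were counted for *tbx16* and 4 for *msgn1*, with medians of -1.99 and -0.84. Of the 67 genes listed for *tbx16* only, 63 were tested, and 60 were counted for *tbx16* and 0 for *msgn1*. Of the 10 genes listed for *msgn1* only, 3 were counted for *msgn1* and 0 for *tbx16*.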

**Table 1:** Commonly and uniquely repressed genes by *tbx16* and *msgn1* overexpression at the MP to PZ and PZ to pPSM transition. All genes have been filtered by a 1.5-fold change threshold of expression level change. Genes or pathways required for body elongation and/or mesoderm differentiation (bold) and somitogenesis (underlined) are indicated.

Genes repressed during the MP to PZ transition													
Genes repressed by both *tbx16* and *msgn1*			Genes repressed by *tbx16* only								Genes repressed by *msgn1* only		
Machine learning and DESeq2	Machine learning only	DESeq2 only	Machine learning and DESeq2	Machine learning only	DESeq2 only						Machine learning and DESeq2	Machine learning only	DESeq2 only
adam8a **apela** **bmp2a** **fgf3** foxd3 **hoxa13b** rasl11b **tbxta** **tll1**	**hoxd12a** si:dkey-18j18.3	cdh6 esrrga **fgf4** hhla2a.1 hpcal4 itgb4 **lfng** s1pr1 si:dkey-40c11.2 usp54a **wnt2bb** zgc:110158	ankrd50l **eve1** **fgf8a** msx1b sox2 **sp9** tuba1c **wnt11**	enc3 hnrnpabb npm1a pcna rrm2 rtca tagln3b thbs2a timm50 tuba1c ube2e2 zgc:110158	b3gnt7l calm1b foxb1a griffin lrrc17 lypd6b mcm3 notch3 oflml2bb pax3a prr18 prrx1b				rcan1a rdh8a sox21a **wnt8a** wu:fc23c09		ubl3a	**cyp26a1** thbs2a	CABZ0176996.1 ephb4b marveld1 pou5f3 zgc:92140
**Genes repressed during the PZ to pPSM transition**													
**Genes repressed by both *tbx16* and *msgn1***			**Genes repressed by *tbx16* only**								**Genes repressed by *msgn1* only**		
**Machine learning and DESeq2**	**Machine learning only**	**DESeq2 only**	**Machine learning and DESeq2**	**Machine learning only**	**DESeq2 only**						**Machine learning and DESeq2**	**Machine learning only**	**DESeq2 only**
**hoxd12a** **tbxta**	inka1b	**bmp2a** **fgf24** foxd3 gdf11 **hoxa13b** kif26ab pip5k1ca si:dkey-18j18.3 sox11a thbs2a **tll1**	**bambia** **cdx4** hes6 itm2cb **msgn1** ptgdsb.1 rbm38 sst6 **tbx16l** **ved** **vent** **vox**	cx43.4s	adamts18 arhgap35b b3gnt7l blf ca8 **cdx1a** clip2 clstn1 col11a1a dhrs3b enc1 enc3 **eve1** **fgf10**	flrt3 **gdf3** her12 **hoxc11a** **hoxc11b** hoxd3a hoxd9a htr5aa inka1b lin28a macf1a mapkapk3 mcamb msx1a		mycn nid1b nt5dc2 parvb pde7a phkg2 pkl3 prkar2aa ptgdsb.2 ptk7a rarga rargb rdh8a shroom4		si:ch211-22614.6 si:dkey-261h17.1 si:dkey-44g23.5 **sp5l** **szl** tagln3b timm50 tob1a tubb5 **vimr1** **wnt11** ube2e2	**cyp26a1**		aebp1 **bmp4** CABZ01076996.1 cav1 **lef1** msx2b **sp5a** stxbp5a ubl3a
**Bold:** Genes or pathways required for body elongation.							Underlined: Genes or pathways required for somitogenesis						

We compared genes repressed by *tbx16* with *msgn1* in the MP to PZ and PZ to pPSM transitions, and we found both common and uniquely repressed genes (Table 1). 

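Genes that fall at a transition in S3 Table or S6 Table and that were repressed at least 1.5-fold with an adjusted p under 0.05 from edgeR were counted for each transgene. At MP to PZ, 43 such genes were called for *tbx16* only and 3 for *msgn1* only, and at PZ to pPSM, 73 and 3. The direct comparison tested whether the 2 lines, which also have different parents, differ for these genes. Of the 43 genes called for *tbx16* only at MP to PZ, 37 differed between the lines (edgeR's quasi-likelihood test, adjusted p under 0.05) and 30 were also lower in tg(*hsp70l:msgn1*). Of the 73 at PZ to pPSM, 63 differed and 55 were also lower in tg(*hsp70l:msgn1*). Of the 3 called for *msgn1* only, 2 differed at each of these transitions.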

Generally, *tbx16* has more unique downstream genes than *msgn1*. 

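At the MP to PZ transition, 54 wild-type-falling genes were repressed by *tbx16*, 14 by *msgn1* and 11 by both. The shared genes were 78.6% of those repressed by *msgn1* (95% Wilson interval 52.4 to 92.4) and 20.4% of those repressed by *tbx16* (11.8 to 32.9). With the replicate block the 2 shares were 88.9% and 15.09%. The share of the genes repressed by *tbx16* moved farthest with DESeq2's calls, to 41.1%, among the alternatives that kept all 9 samples.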

74.19% of *msgn1* regulated genes are shared with *tbx16* at the MP to PZ transition, whereas only 38.33% of *tbx16* downstream genes are shared with *msgn1*. 

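At the PZ to pPSM transition, 77 wild-type-falling genes were repressed by *tbx16*, 7 by *msgn1* and 4 by both. The 4 genes were 57.1% of those repressed by *msgn1* (95% Wilson interval 25.0 to 84.2) and 5.19% of those repressed by *tbx16* (2.04 to 12.6). The replicate block gave 75% and 3.85%, and DESeq2's calls gave 56.5% and 16.3%.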

At the PZ to pPSM transition, 58.33% of *msgn1* downstream genes are shared with *tbx16*, whereas only 17.28% of *tbx16* regulated genes are shared with *msgn1*. Many of the repressed genes have known roles in body elongation, mesoderm differentiation and somitogenesis [8,9,16,27–29,41,54–70]. During the MP to PZ transition, *apela*, *bmp2a*, *fgf3*, *fgf4*, *hoxa13b*, *hoxd12a*, *lfng*, *tbxta, tll1,* and *wnt2bb* signaling are repressed by both *tbx16* and *msgn1*. 

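All 10 of these genes were lower in both transgenic lines. For *tbx16*, 10 of the 10 were DEGs with at least a 1.5-fold decrease by edgeR, with log2 fold changes from -4.59 to -0.99. For *msgn1*, 5 were DEGs, *apela*, *bmp2a*, *fgf3*, *tll1* and *wnt2bb*, with or without the replicate block, and DESeq2 called 10. The log2 fold changes for *msgn1* ranged from -1.68 to -0.66. The largest decrease was that of *bmp2a*, with 1115 ± 37.7 normalized counts (SD, n = 3) in wild type, 46.2 ± 2.82 (SD, n = 3) in tg(*hsp70l:tbx16*) and 349 ± 7.7 (SD, n = 3) in tg(*hsp70l:msgn1*). Its adjusted p from edgeR was 2.3e-07 for *tbx16* and 0.000675 for *msgn1* (0.00853 with the block). The 2 lines differed for 9 of the 10 genes, all but *apela* (adjusted p = 0.834 from edgeR).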

*Tbx16* uniquely represses *eve1*, *fgf8a, sp9, wnt11* and *wnt8a*. 

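All 5 of these genes were DEGs after *tbx16* overexpression by edgeR, with log2 fold changes from -3.37 to -2.02. After *msgn1* overexpression 4 were lower and 0 were DEGs, with log2 fold changes from -0.64 to 0.09. The direct comparison of the lines gave an adjusted p under 0.05 for 5 of the 5.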

*Msgn1* uniquely represses *cyp26a1* and *ephb4b*. 

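The log2 fold change of *cyp26a1* was -0.59 after *msgn1* overexpression (standard error 0.10, adjusted p = 0.0271 from edgeR, and 0.0828 with the replicate block) and -0.44 after *tbx16* overexpression (standard error 0.10, adjusted p = 0.00884 from edgeR). That of *ephb4b* was -0.57 after *msgn1* (standard error 0.15, adjusted p = 0.149 from edgeR, and 0.229 with the block) and -0.21 after *tbx16* (standard error 0.15, adjusted p = 0.323). The direct comparison of the lines gave an adjusted p of 0.244 for *cyp26a1* and 0.0895 for *ephb4b* (edgeR), so a difference between the transgenes was not detected for either gene.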

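At the PZ to pPSM transition, the genes *bmp2a*, *fgf24*, *hoxa13b*, *hoxd12a*, *lef1* and *tbxta* were lower in both lines. By edgeR all 6 were DEGs after *tbx16* overexpression, 5 of them with at least a 1.5-fold decrease. After *msgn1* overexpression, *bmp2a* was a DEG with and without the replicate block, the other 5 had adjusted p from 0.0699 to 0.198, and DESeq2 called all 6. The decrease of *lef1* was about equal in the lines, with log2 fold changes of -0.57 and -0.59 (adjusted p = 0.883 for the difference, edgeR).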

During the PZ to pPSM transition, *bmp2a*, *fgf24*, *hoxa13b*, *hoxd12a, lef1,* and *tbxta* are repressed by both *tbx16* and *msgn1*. *Tbx16* uniquely represses *bambia*, *cdx1a*, *cdx4*, *eve1*, *fgf10a, gdf3*, *hes6*, *her12*, *hoxc11a*, *hoxc11b*, *hoxd3a, msgn1, sp5l, szl*, *tbx16l*, *wnt11, ved, vent, vimr1* and *vox*. 

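All 20 of these genes were lower after *tbx16* overexpression, with log2 fold changes from -4.19 (*szl*) to -0.60 (*vox*). By edgeR 18 were DEGs, and *her12* (adjusted p = 0.0511) and *vox* (adjusted p = 0.0759) were not, while DESeq2 called 20. After *msgn1* overexpression, 13 were lower and the only DEG was *msgn1* itself, which was higher. The lines differed for 17 of the 20 genes, all but *vent* (adjusted p = 0.133, edgeR), *vimr1* (0.108) and *vox* (0.232).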

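In tg(*hsp70l:msgn1*), *bmp4* had a log2 fold change of -0.93 (standard error 0.17, adjusted p = 0.0352 from edgeR's quasi-likelihood test, and 0.0422 with the replicate block), and was a DEG in 1 of the 9 fits that each left out a sample. That of *sp5a* was -0.83 (standard error 0.20, adjusted p = 0.0994 from edgeR, and 0.156 with the block). In tg(*hsp70l:tbx16*), *bmp4* had a log2 fold change of 0.10 and *sp5a* one of -0.41 (adjusted p = 0.681 and 0.145, edgeR). The lines differed for *bmp4* (adjusted p = 0.00126, edgeR) and not for *sp5a* (adjusted p = 0.111).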

*Msgn1* uniquely represses *bmp4, cyp261a* and *sp5a*. This analysis indicates that *tbx16* and *msgn1* repress transcription of genes that promote the mesodermal progenitor cell state (Fig 6).

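From the genes that fall at the MP to PZ and PZ to pPSM transitions in wild type and are also repressed after overexpression of either transgene (Table 1), the paper reasons that both transcription factors act by repressing genes of the mesodermal progenitor state. It reads the quadrants of the scatterplots in Figs 4 and 5 for this, and weighs each gene by its Shapley-based sensitivity *S*. Taking both transitions and both lists together, 256 tested genes fall in wild type. Of these, 121 were called after *tbx16* overexpression, 114 of them lower, and 19 after *msgn1* overexpression, 15 of them lower. Among the 244 tested genes that only rise, 50 of 76 called genes were lower after *tbx16* overexpression and 0 of 10 after *msgn1* overexpression. Over all 256 falling genes, called or not, 188 were lower in tg(*hsp70l:tbx16*) and 157 in tg(*hsp70l:msgn1*), with median log2 fold changes of -0.53 and -0.09, against -0.16 and 0.18 over the 244 rising genes.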

**Fig 6:**
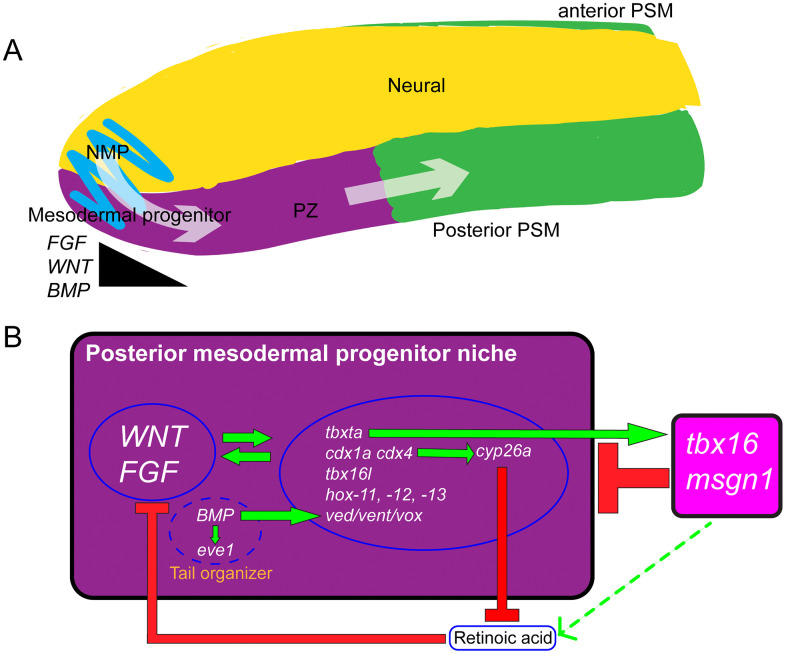
*Tbx16* and *msgn1* promote mesodermal differentiation by inhibiting the maintenance of the mesodermal progenitor cell state. **(A)** A schematic of cell state transitions in the zebrafish tailbud, from NMP to mesodermal progenitor to posterior PSM to anterior PSM. Gradients of FGF, Wnt and BMP signaling in the posterior tailbud promote body elongation, mesodermal fates and maintain the progenitor state. **(B)** The paraxial mesoderm gene regulatory network in which *tbx16* and *msgn1* repress expression of genes required to maintain the progenitor niche. This repression drives cell state transitions from mesodermal progenitors to PZ and PZ to posterior PSM. During body elongation, cells that are displaced away from the posterior tailbud escape the FGF, Wnt and BMP gradients enabling the negative feedback by *tbx16* and *msgn1* to predominate and commit the cells to differentiation.

## Discussion

### The Random Forest Classifier and SHAPLEY aid gene expression analysis

Here, we combined analysis of RNAseq and scRNAseq data to take advantage of the read depth of the former and the single cell resolution of the latter. However, a challenge with genomics experiments is extracting useful information from the resulting gene lists. We previously utilized UMAP to create a one-dimensional pseudotime for differentiation of paraxial mesoderm in the zebrafish tailbud. We then segmented the pseudotime into discrete transcriptional cell states using a variance minimization algorithm. Changes in these cell states after perturbation of BMP, Wnt or Fgf signaling can be quantitatively mapped onto the tailbud using multicolor fluorescent in situ hybridization [14]. Here, we used this pseudotime to help analyze the initial burst of gene expression after temporally controlled overexpression of *tbx16* and *msgn1*.

First, we use machine learning and DESeq2 in parallel to identify genes with significant expression level changes during cell state transitions in wild-type paraxial mesoderm differentiation. The two methods cross-validate each other because there is substantial number of genes that are identified by both methods (Table 1). Both methods support the conclusion that *tbx16* and *msgn1* promote mesodermal differentiation by inhibiting the maintenance of the mesodermal progenitor niche, though this conclusion is most evident in the machine learning analysis. Comparing the two methods with each other, we found that the machine learning method produced a shorter gene list. A premise of the machine learning analysis is that genes that display clear transitions in expression levels during paraxial mesoderm differentiation are particularly important for differentiation. This premise is validated by the observation that the machine learning approach is more enriched for genes with known functions in body elongation and mesoderm differentiation (Table 1). The DESeq2 pseudobulking method produced a larger gene list and included additional genes or pathways known to be required for body elongation and mesoderm development. However, the frequency of these known genes is lower than in the machine learning list suggesting that the DESeq list is noisier. Conversely, important genes with noisy expression or low expression that are poorly sampled by scRNAseq may be missed by the machine learning approach. Thus, the parallel application of these two methods is a powerful approach in gene expression analysis to identify possible target genes. The machine learning method is more selective but perhaps has more false negatives, and the DESeq2 method is likely noisier but more inclusive.

### *tbx16* and *msgn1* repress the mesoderm progenitor cell state

Previous studies indicate that *tbx16* and *msgn1* have both independent and redundant functions in paraxial mesoderm development. Loss of either *tbx16* or *msgn1* function leads to a failure of PSM differentiation with loss of *tbx16* having a much stronger phenotype [15–19]. Phenotypic differences are similarly evident after overexpression of *tbx16* or *msgn1*: *tbx16* overexpression has more severe elongation defect than *msgn1* overexpression (Fig 1C-1D) [9,18,28,49]. However, the heat-shock-inducible *msgn1* transgene in this paper produces weaker phenotypes than transgenes in these prior studies.

Several prior analyses utilized heat-shock-inducible *tbx16* and *msgn1* zebrafish transgenes to study mesodermal differentiation and gene regulatory networks [9,28,49]. In these studies, transgenic embryos were heat-shocked at 10–12 somite stage, and they exhibited less severe phenotypes than the embryos heat-shocked at 2–3 somite stage in our study. We also observe that later-stage heat-shock produces qualitatively similar but quantitatively weaker phenotypes. We chose to focus on early-stage heat shock because the tailbud dissections would isolate more tissue for RNA sequencing. These prior studies showed that Wnt and Fgf signaling induce NMPs to undergo an epithelial to mesenchymal transition and activate *tbx16* and *msgn1* expression downstream of *tbxta* as cells commit to a mesodermal fate. Meanwhile, *tbx16* and *msgn1* turn off the NMP state by repressing *sox2* and *tbxta*, making the transition to mesodermal fate irreversible. 

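Among the Wnt and Fgf genes, *wnt2bb* had 972 ± 97.5 normalized counts (SD, n = 3) in wild type, 176 ± 30.3 (SD, n = 3) in tg(*hsp70l:tbx16*) and 355 ± 33.6 (SD, n = 3) in tg(*hsp70l:msgn1*). Its log2 fold change was -2.46 after *tbx16* (standard error 0.17, adjusted p = 1.1e-05 from edgeR) and -1.45 after *msgn1* overexpression (standard error 0.17, adjusted p = 0.0042, and 0.0179 with the replicate block). That of *fgf3* was -3.74 after *tbx16* (standard error 0.16, adjusted p = 1.1e-06, edgeR) and -1.24 after *msgn1* (standard error 0.15, adjusted p = 0.00545, and 0.0175 with the block). For *fgf8a* the log2 fold change was -2.03 after *tbx16* (standard error 0.23, adjusted p = 0.000195, edgeR) and -0.64 after *msgn1* (standard error 0.22, adjusted p = 0.261, and 0.363 with the block).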

Our data show that *tbx16* and *msgn1* also repress multiple Wnt and Fgf pathway genes at the later MP to PZ and PZ to posterior PSM transitions. Therefore, *tbx16* and *msgn1* function with Wnt and Fgf signaling in a negative feedback loop that broadly regulates paraxial mesoderm differentiation. A similar regulatory network is involved in mouse NMP differentiation to mesoderm and includes *msgn1* but not *tbx16* [44,59].

Our analysis suggests that *tbx16* and *msgn1* promote mesodermal differentiation by inhibiting the maintenance of the mesodermal progenitor cell state which is consistent with prior analysis that examined a smaller number of genes (Fig 6) [18]. Wnt and Fgf signaling are key pathways required for the maintenance of mesodermal progenitor niche keeping them in an unsegmented state [71–76]. There is extensive crosstalk between the Wnt and Fgf signaling in the zebrafish tailbud [50,77]. Wnt and Fgf signaling also induce the mesodermal fates by activating t-box genes (*tbx16*, *tbxta*, and *tbx6*), *cdx* genes, and *ved/vent/vox* genes [8,9,16,27,28,41,58,59]. *Cdx* genes further activate *cyp26a* to repress retinoic acid (RA) signaling, which represses Wnt and Fgf pathway signaling in a negative feedback loop [29,59,60]. Posterior *hox* genes (*hox-11,-12,-13*) are also expressed in mesodermal progenitor cells and required for mesoderm formation and posterior body elongation [29,60]. In addition, the BMP signaling pathway also activates *ved/vent/vox* genes. It is the key pathway in the tail organizer, which regulates posterior body elongation, and cooperates with gradients of Wnt and Fgf signaling to control gene expression and cell motion [14,55,58,78–82]. All these pathways and related genes that maintain the mesodermal progenitor niche are repressed by *tbx16* and *msgn1* (Table 1 and Fig 6). This repression would drive irreversible cell fate transition from mesodermal progenitor cells to presomitic mesoderm. *Tbx16* and *msgn1* repress expression of many of the same genes, and *tbx16* represses more unique genes than *msgn1*. Thus, our data reveals both redundancy and independence of *tbx16* and *msgn1* of gene regulation in mesodermal differentiation (Table 1).

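The T-box gene *tbx6* lies on chromosome 12 from 4397313 to 4407839 in the GRCz12tu annotation. In wild type it had 37814 ± 3133 normalized counts (SD, n = 3), in tg(*hsp70l:tbx16*) 11606 ± 5709 (SD, n = 3) and in tg(*hsp70l:msgn1*) 47639 ± 5209 (SD, n = 3). The log2 fold change was -1.70 in tg(*hsp70l:tbx16*) (standard error 0.28, adjusted p = 0.00141 from edgeR's quasi-likelihood test) and stayed between -2.19 and -1.50 with each sample left out. In tg(*hsp70l:msgn1*) it was 0.33 (standard error 0.27, adjusted p = 0.616 from edgeR, and 0.643 with the replicate block).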

*Tbx16* overexpression extends the *tbx6* expression domain anteriorly compared to wild type embryos but leads to a 3-fold decrease in overall *tbx6* mRNA level (Fig 1F and S1 Table). An anterior extension of *tbx6* expression was also observed in *ripply1*; *ripply2* double mutant zebrafish embryos [83]. However, *tbx16* overexpression increases *ripply2* expression at 1.82-fold change compared to wild type, with no significant expression level change to *ripply1* (S1 Table). 

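After *tbx16* overexpression, *ripply2* had a log2 fold change of 0.88 (standard error 0.19, adjusted p = 0.00704 from edgeR), from 750.4 ± 56 to 1382 ± 286 normalized counts (SD, n = 3 each), and was a DEG in 9 of the 9 fits that left out a sample. The log2 fold change of *ripply1* was -0.51 (standard error 0.25, adjusted p = 0.153 from edgeR), and it was a DEG in 1 of those 9 fits.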

In mouse, *ripply* genes are activated by *mesp2*, and *mesp* genes interact with *notch* via negative feedback to establish somite boundaries [83,84]. In zebrafish, however, *ripply* and *mesp* genes act independently to regulate somite boundary formation [83]. 

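In tg(*hsp70l:tbx16*), the log2 fold change was -1.45 for *mespaa* (standard error 0.30, adjusted p = 0.00504 from edgeR's quasi-likelihood test), -1.90 for *notch1b* (standard error 0.34, adjusted p = 0.00246) and -2.29 for *notch3* (standard error 0.25, adjusted p = 0.000157). That of *mespba* was 1.39 (standard error 0.34, adjusted p = 0.0111, edgeR). Its counts in the 3 tg(*hsp70l:tbx16*) samples varied widely, at 1083 ± 603 normalized counts (SD, n = 3) against 413 ± 27.4 (SD, n = 3) in wild type, and the log2 fold change ranged from 0.89 to 1.73 with each sample left out.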

*Tbx16* overexpression decreases the expression of *mespaa* (*mesp1*), *notch1b* and *notch 3* at 3 ~ 4-fold change but increases *mespba* expression at more than 2-fold change compared to wild type. Thus, it is currently unclear how *tbx16* overexpression directs the anterior extension *tbx6* expression domain.

### Differentiation by transcriptional repression

For both pluripotent stem cells and progenitor cells, there are several examples of differentiation by repressing genes that maintain a progenitor state. Embryonic stem cell differentiation to neural progenitor cells needs *polycomb*-mediated repressive epigenetic modification H3K27Me3 to silence *Jarid2*-sensitive genes [85]. Cortical neural stem cells require *sox10* to differentiate into oligodendrocyte precursors because *sox10* represses stem-cell programming factors such as *sox2* and *sox9* [86]. *Sox11*, expressed by oligodendrocytes progenitor cells, is epigenetically inhibited by Oligodendrocyte Transcription Factor 2 when the oligodendrocytes progenitor cells differentiate to immature oligodendrocytes [87]. Retinal progenitor cells require *Jarid2* to repress the early retinal cell gene *foxp1* to differentiate into late retinal progenitor cells [88]. Differentiation of epidermal progenitor cells necessitates a decrease in the expression of *SNAI2*, which represses differentiation and cell adhesion genes. If *SNAI2* expression is maintained, the epidermal progenitor cells will maintain the progenitor state [89]. Compared to these examples, *tbx16* and *msgn1* repress a larger number of genes within the mesodermal progenitor niche gene regulatory network. Therefore, the role of repression is broader, regulating the general process of posterior body elongation and formation of the trunk and tail mesoderm.

## Conclusion

In this study, we employ machine learning and game theory to analyze the gene network that governs zebrafish body elongation and paraxial mesoderm development. This analysis reveals that *tbx16* and *msgn1* promote mesodermal differentiation primarily by inhibition of the mesodermal progenitor gene regulatory network. This study contributes new insights not only into vertebrate body elongation and mesodermal development but also into the methodology of gene expression data analysis.

## Materials and methods

### Transgenic fish line preparation and heat-shock operation

#### Ethics Statement.

Tüpfel long fin zebrafish (wild-type fish) were raised according to standard protocols and experiments approved by the Institutional Animal Care and Use Committee. Transgenic lines were created using Tol2 transposase system [48]. For the tg*(pT2_Tol2_hsp70_tbx16_OPT_yCry_GFP_Tol2)* and *tg(pT2_Tol2_hsp70_msgn1_OPT_yCry_GFP_Tol2)* constructs (abbreviated as tg(*hsp70l:tbx16*) and tg(*hsp70l:msgn1*), the full length coding sequence of *tbx16* and *msgn1* was cloned with primers listed in S9 Table. Transgenic embryos were heat-shocked at 38°C for 30 minutes at the 2–3 somite-stage and raised for 24 hours post heat shock at 28.6°C to observe phenotypes. After robustness and consistency of phenotypes were confirmed in F1 transgenics, transgenic fish were in-crossed to produce homozygotes. F2 transgenics were out-crossed with wild type to screen by heat-shock for homozygotes and heterozygotes. For experiments, we outcrossed to wild type to either homozygotes for tg(*hsp70l:tbx16*) or heterozygotes for tg(*hsp70l:msgn1*).

### Quantitative PCR

qPCR experiments were performed for homozygous tg(*hsp70l:tbx16*) embryos 2, 3, 4, 5 hours post heat shock and wild-type embryos 2 hours post heat shock. Rabbit *beta globin* sequence in our transgene was used to measure heat shock induction of transgene expression. *Her1*, *her7*, *tbx6* were assayed as markers of paraxial mesoderm development and *beta-actin* was used as a control [50]. Primers are listed in S9 Table. 6 biological replicates, each with 3 technical replicates, were performed for each experimental condition. For each biological replicate, 10 embryos were pooled to extract RNA by QIAGEN RNeasy Plus Micro kit. To compare relative expression of the tg(*hsp70l:tbx16*) and tg(*hsp70l:msgn1*) transgenes 3 hours after heat shock, transgenic heterozygotes were crossed to TLF, heat shocked at the 2–4 somites stage and 40 embryos were pooled for RNA extraction for each of three biological replicates. A second set of β-globin primers were used for qPCR.

### *In Situ* hybridization

Probes, embryo processing and imaging parameters are described in [14]. Images were taken by the Leica Stellaris Falcon STED confocal microscope using a 20x objective.

### Tailbud dissection and RNA sequencing

Heat-shocked embryos were incubated for 3 hours after heat shock at 28.6°C and then dissected in ice-cold Hank’s balanced salt solution (HBSS). The tailbud was collected by cutting immediately posterior to the last formed somite. 10 tailbuds were collected per sample and 3 samples were prepared for per genetic background (tg(*hsp70l:tbx16*), tg(*hsp70l:msgn1*) and wild type). Since we used heterozygous tg(*hsp70l:msgn1*) fish, the anterior body of each dissected embryo was PCR genotyped using the rabbit *beta globin* UTR primers (S9 Table). Transgenic tailbuds were then pooled before RNA purification while non-transgenics tailbuds were pooled for wild-type heat shock controls. RNA was extracted for each sample with Trizol. Samples were sent to Yale Center for Genomic Analysis (YCGA) for RNA sequencing and data analysis. Low quality reads were trimmed, and adaptor contamination was removed using Trim Galore (v0.5.0). Trimmed reads were mapped to the zebrafish reference genome (GRCz11) using HISAT2 (v2.1.0) [90]. Gene expression levels were quantified using StringTie (v1.3.3b) [91]. Differentially expressed genes (DEGs) were identified using DESeq2 with a 0.05 false discovery rate (v 1.22.1) [92] This list was additionally filtered for genes with at least a 1.5 fold change in expression.

### DESeq2 analysis of expression changes

To identify genes differentially expressed over developmental pseudotime, we analyzed the scRNAseq data from [14]. Using Seurat v5 we pseudobulked by pseudotime derived cell-type and experimental replicate. We filtered the gene list to those expressed in at least 1% of cells in at least one cell-type giving a list of 10269 genes and then performed DESeq2 pairwise on each adjacent pseudotime segment. Genes with significant changes in expression at a transition were taken as those with at least a 1.5 fold change and an adjusted p-value of less than 0.05.

### Data-driven analysis of gene markers

A data-driven approach was developed to correlate the change in bulk gene expression with the developmental gene expression state transitions. This analysis follows a two-step framework. In the first step, single-cell RNA sequencing (scRNA-seq) data from wild-type embryos were analyzed to identify key genes that are strongly correlated with cell state transitions using a Random Forrest (RF) decision tree–based method. The contribution of each gene to single-cell state transitions was then quantified using Shapley values. The second step utilizes these Shapley values across all genes and cells to quantify how changes in bulk gene expression influence the prediction of cell gene expression states.

A flowchart summarizing the first step is shown in Fig 2D. The analysis utilizes scRNA-seq data from wild-type embryos. Gene expression state data from [14], identified by segmentation of pseudotime using a variance minimization algorithm, were used as the target labels. To identify informative genes, an initial Random Forest (RF) classifier was trained on the full gene-expression matrix, and genes were initially ranked according to their impurity-based feature-importance scores [52], also known as mean decrease impurity feature importance which reflect each gene’s cumulative contribution to classification across the RF ensemble. Based on this ranking, the top n genes were selected to construct reduced-feature RF models. Because impurity-based importance can be biased when features are highly correlated in gene-expression data [93], we further examined the contribution of each selected gene by calculating its Shapley value. The dataset was randomly divided into 80% training cells and 20% testing cells.

Starting with the single highest-ranked gene (n=1), the RF classifier was iteratively retrained while incrementally adding genes in descending order of impurity-based importance. For each iteration, five-fold cross-validation was performed on the training data, using four folds for training and one for validation. Predictive performance was quantified as the mean of the Area Under the receiver operating characteristic Curve (AUC) across all folds. The point of AUC convergence was used to determine the optimal number of genes required for accurate classification while mitigating sample-size imbalance effects.

During training, the RF hyperparameters, such as the number of estimators, maximum tree depth, minimum samples required for split, minimum samples per leaf, and the number of features considered at each split were jointly optimized with respect to the number of selected genes to maximize the AUC performance. In this work, when adding additional genes no longer improved the AUC, the corresponding subset of genes was selected as the final minimal gene set sufficient to define the respective cell state transitions. The resulting AUC convergence curves on the testing dataset and the corresponding optimal feature set sizes for each transition are presented in Fig 2F.

The final gene subsets identified by the decision tree-based approach contained 230,232,110, 55, and 235 genes for the transitions from NMP to neuronal, NMP to MP, MP to PZ, PZ to pPSM and pPSM to aPSM, respectively. Using the trained RF classifier structures and these optimized gene sets, we then applied the SHAP (Shapley Additive exPlanations) framework to compute Shapley values for each gene across all single cells in the dataset. The scatter plots in Fig 3B–F illustrate the 10 most influential genes for wild-type cell state transitions, ranked by their mean absolute Shapley values (left). The summary plots (right) integrate both feature importance and the directionality of each gene’s contribution to the cell state transition.

An essential component in the analysis of bulk gene expression is how the specific changes induced by the *tbx16* or *msgn1* compared to wild type could influence the transition of gene expression states. In the second step, an algorithm is developed to quantify the feature attribution when gene expression levels are scaled up or down by a constant factor k. Importantly, this algorithm facilitates comparisons between a gene’s specific fold change and influence on the gene expression states transition. Using the Shapley matrix calculated in the first step, we developed a log-scale sensitivity measure to quantify how changes in bulk gene expression affect the Shapley values in the cell state transitions.

Here, to normalize variation and reduce skewness of the expression value $x_{j}$ of a given gene in cell j(j=1,…,N), we log-transformed and standardized it into standardized expression $z_{j}$ by

$$\begin{array}{c} v_{j}={\text{log}}_{\text{2}}(x_{j}+\text{1}) \end{array}$$

$$\begin{array}{c} \mu_{v}=\frac{\text{1}}{N}\sum_{j=\text{1}}^{N}v_{j},\sigma_{v}=\sqrt{\frac{\text{1}}{N-\text{1}}\sum_{j=\text{1}}^{N}(v_{j}-\mu_{v}{)}^{\text{2}}} \end{array}$$

$$\begin{array}{c} z_{j}=\frac{v_{j}-\mu_{v}}{\sigma_{v}} \end{array}$$

where $v_{j}$ is the log-transform of the $x_{j}$, $\mu_{v}$ and $\sigma_{v}$ are the mean and variance of $v_{j}$. $x_{j}$ is added by 1 in the log2-fold change to avoid negative infinity for $v_{j}$.

We approximate the relationship between $z_{j}\;$and the corresponding Shapley value $\phi_{j}$using a local linear model:

$$\begin{array}{c} \phi (z)\approx \alpha +\beta z \end{array}$$

where the slope of this linear regression β is calculated by

$$\begin{array}{c} \beta =\frac{\text{Cov}(z,\phi )}{\text{Var}(z)} \end{array}$$

The expected change in the mean Shapley value resulting from scaling the group’s average expression $\bar{x}\;$by a factor k is then approximated by:

$$\begin{array}{c} \Delta (k)\approx \phi \left(\frac{{\text{log}}_{\text{2}}\left(k\bar{x}+\text{1}\right)-\mu_{v}}{\sigma_{v}}\right)-\phi \left(\frac{{\text{log}}_{\text{2}}\left(\bar{x}+\text{1}\right)-\mu_{v}}{\sigma_{v}}\right)\approx (\frac{\beta }{\sigma_{v}}){\text{log}}_{\text{2}}k \end{array}$$

Here, we define the log-scale sensitivity S  as:

$$\begin{array}{c} S=\frac{\beta }{\sigma_{v}} \end{array}$$

This term captures the proportional change in the Shapley value per log2-fold change in expression. Under this formulation, the relationship is symmetric, which indicates that increasing or decreasing expression by the same fold produces Shapley changes of equal magnitude but opposite direction:

$$\begin{array}{c} \Delta (\text{1}/k)=-\Delta (k) \end{array}$$

This log-scale sensitivity S  provides an interpretable, model-agnostic metric that enables comparability across genes with computational efficiency. Shapley sensitivity can be directly compared across different genes or cell states. The equation above offers a closed-form, linearized estimate of Shapley change without repeated model evaluation. This algorithm provides a fast and interpretable method for quantifying the responsiveness of model attributions to gene expression scaling in normalized log space.

In addition to the machine learning analysis of the bulk genes’ expression, the direct comparison of the bulk genes’ log fold changes by pseudobulk versus the genes’ expression changed in the wild-type single cell differentiation transitions stage is also compared in S2-S3 Figs.

### Identifying genes downstream of *tbx16* and *msgn1*

The genes list for each cell state transition in wild-type tailbuds were compared to the lists of DEGs in tg(*hsp70l:tbx16*) embryos and tg(*hsp70l:msgn1*) embryos, respectively, and common genes were found in each category. 1.5-fold-change threshold to all the gene lists was used. The common genes were then sorted by positive and negative fold change in each list. The number of genes in each category were counted, and all the gene names were listed.

## Supporting information

S1 Fig Overview of RNA sequencing of pooled dissected tailbuds from *tg(hsp70l:tbx16)*, and *tg(hsp70l:msgn1)* embryos. (A-B) Heatmap and MA plot of RNA-seq experiments comparing *tbx16* overexpression vs wild type. (C-D) Heatmap and MA plot of RNA-seq experiments comparing *msgn1* overexpression vs wild type. Each genotype has 3 biological replicates. All the identified differentially expressed genes (DEGs) have adjusted p-values < 0.05. Heatmaps are ranked by z-scores.
(TIF)

S2 FigTranscriptional regulation by *tbx16* during cell state transitions of paraxial mesoderm differentiation.(A) A schematic showing the developmental trajectory of the paraxial mesoderm in the tailbud. Body axes are shown as D (dorsal), V (ventral), A (anterior), P (posterior), R (right) and L (left). Cell state transitions are shown as NMP to neural, NMP to MP, MP to PZ, PZ to pPSM, and pPSM to aPSM. Each transition is labeled with an arrow indicating the direction of transition. (B-F) The logfold change of bulk gene expression induced by *tbx16* overexpression over wild type (y-axis) versus the logfold change of single-cell gene expression for the transitions in wild-type gene expression states (x-axis). Key genes identified by DESeq2 plus a 1.5-fold expression change threshold, either up- or downregulated (${\text{WT}}^{+},{\text{WT}}^{-}$), and overlapping with genes up- or downregulated (≥1.5-fold; $\text{tbx}{\text{16}}^{+},\text{tbx}{\text{16}}^{-}$) under *tbx16* overexpression are analyzed across the transitions from NMP to neural (B), NMP to MP (C), MP to PZ (D), PZ to pPSM (E), and pPSM to aPSM (F).

S3 FigTranscriptional regulation by *msgn1* during cell state transitions of paraxial mesoderm differentiation.(A) A schematic showing the developmental trajectory of the paraxial mesoderm in the tailbud. Body axes are shown as D (dorsal), V (ventral), A (anterior), P (posterior), R (right) and L (left). Cell state transitions are shown as NMP to neural, NMP to MP, MP to PZ, PZ to pPSM, and pPSM to aPSM. Each transition is labeled with an arrow as the direction of transition (B-F) The logfold change of bulk gene expression induced by *msgn1* overexpression over wild type (y-axis) versus the logfold change of single-cell gene expression during wild-type cell state transitions (x-axis). Key genes identified by DESeq2 plus a 1.5-fold expression change threshold, either up- or downregulated (${\text{WT}}^{+},{\text{WT}}^{-}$), and overlapping with genes up- or downregulated (≥1.5-fold; ${\text{msgn1}}^{+},{\text{msgn1}}^{-}$) under *msgn1* overexpression are analyzed across the transitions from NMP to neural (B), NMP to MP (C), MP to PZ (D), PZ to pPSM (E), and pPSM to aPSM (F).

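By a rule set in advance, the genes with the largest fold changes were named among DEGs with a mean of at least 100 raw counts over the 9 samples and no overlap between the tg(*hsp70l:tbx16*) and wild-type samples. Those that rose most were *gpr139*, *anos1a*, *CABZ01049847.1*, *kif26aa* and *c1ql4a*, and those that fell most were *pou2f3*, *si:ch211-108c17.2*, *CT997819.5*, a gene known by a ZGC clone number only, and *apoa4a*. The log2 fold change of *kif26aa* was 6.30 (standard error 0.51, adjusted p = 2.6e-05 from edgeR), from 31.3 ± 14.9 to 2513 ± 534 normalized counts (SD, n = 3 each). The count of *pou2f3* was 0 in each of the 3 tg(*hsp70l:tbx16*) samples and between 181 and 299 in wild type, at least 86.6-fold lower when 0 is replaced by a floor of 3 counts. A total of 9 genes had this pattern of 0 in each tg(*hsp70l:tbx16*) sample and 30 or more counts in each wild-type sample, against 0 genes for tg(*hsp70l:msgn1*), and the genotype background of the line cannot be told apart from the transgene there. By chance, 10% of genes would show no overlap between 3 samples and 3.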

S1 Table RNAseq results for tg(*hsp70l:tbx16*) compared to WT.

S2 Table RNAseq results for tg(*hsp70l:msgn1*) compared to WT. 

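By the same rule, the genes that rose most in tg(*hsp70l:msgn1*) were *proca1*, *wnt4b*, *dhrs3a*, *fgfbp3* and *pcdh18a*, of which *wnt4b* had 18 to 49 raw counts in this line, 0 to 6 in wild type and its highest counts in tg(*hsp70l:tbx16*), and was a DEG in 1 of the 9 fits that left out a sample. Those that fell most were *clcf1*, *tspeara*, *pax6b*, *s1pr1* and *c1qtnf12*. The log2 fold change of *proca1* was 3.68 (standard error 0.27, adjusted p = 0.000675 from edgeR, and 0.00113 with the replicate block), from 442 ± 77.8 to 5662 ± 412 normalized counts (SD, n = 3 each). In tg(*hsp70l:tbx16*) *proca1* fell, with a log2 fold change of -2.37 (standard error 0.27, adjusted p = 0.000191 from edgeR). That of *clcf1* in tg(*hsp70l:msgn1*) was -2.79 (standard error 0.35, adjusted p = 0.0057 from edgeR, and 0.0142 with the block), from 285 ± 42.4 to 40.7 ± 14.4 normalized counts (SD, n = 3 each).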

(XLSX)

S3 Table DESeq2 identification of differentially expressed genes at transcriptional cell state transitions.

S4 Table *Tbx16*-regulated genes identified with DESeq2 plotted in S2 Fig.

S5 Table *Msgn1*-regulated genes with DESeq2 plotted in S3 Fig.

S6 Table Machine learning identification and S values of differentially expressed genes at transcriptional cell state transitions. 

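The table gives, for each transition, the genes that the random forest classifier kept, the mean absolute Shapley value of each gene, which measures how much its expression moves the predicted cell state, and the sensitivity *S*, whose sign is read as the gene's direction at the transition. Of the genes that are also in S3 Table, the direction was the same for 67 of 70 at MP to PZ, 46 of 46 at PZ to pPSM and 160 of 160 at pPSM to aPSM. It was the same for 185 of 185 at NMP to MP and for 0 of 146 at NMP to neuronal.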

(XLSX)

S7 Table *Tbx16*-regulated genes identified with machine learning plotted in Fig 3.

S8 Table *Msgn1*-regulated genes identified with machine learning plotted in Fig 4.

S9 Table Primer Sequences.

How the deposited data were processed for this re-analysis (not part of the article)

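RNA was measured by bulk RNA sequencing in 9 samples of 10 pooled zebrafish tailbuds each: 3 wild type, 3 tg(*hsp70l:tbx16*) and 3 tg(*hsp70l:msgn1*). Tailbuds were dissected 3 h after a 30 min heat shock. The authors trimmed reads with Trim Galore v0.5.0, aligned them to GRCz11 with HISAT2 v2.1.0 and quantified genes with StringTie v1.3.3b, and they deposited whole-number counts per gene that were not scaled for library size. The annotation release and the step from StringTie to whole numbers are not stated. Conditions and replicate numbers were taken from the sample labels, and each column of the table was joined to its label by genotype and replicate number.

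The table lists 32020 genes by name, 64 of them with a blank name, and 1353 in all with a repeated or blank name. Each line of the table was kept as a gene of its own, and a gene with a repeated name is uncertain because its reads are split in a way that the name does not show. Where a list named such a gene, the line with the most counts was used. Counts summed to between 30750552 and 49654769 per sample. At this depth a gene with 100 counts in a sample has a counting error of about 10%, and the differences between replicates were larger than counting error: a chi-square per gene over genes with a summed count of at least 20 lay between 18.5 and 89.9 for pairs of replicates, where counting error alone gives about 1, so no pair of replicates of a group looked like the same library sequenced again. Pairs across groups were not compared in this way.

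Differential expression was tested with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. All 9 samples were fitted together with 1 coefficient per genotype, TMM normalization, edgeR's filterByExpr filter (19949 genes kept) and the quasi-likelihood F-test. The comparisons were tg(*hsp70l:tbx16*) against wild type, tg(*hsp70l:msgn1*) against wild type, and the lines against each other. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05, and a change of at least 1.5-fold was asked for where the text says so. DESeq2 1.42.0 was run on the same counts as an alternative. Gene lists were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

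The wild-type transition lists came from the paper's S3 Table (DESeq2 lists), S6 Table (machine learning lists) and S7 Table (sensitivity *S*). Within each list, the percent of called genes that were lower was compared between genes that fall and genes that rise at the transition, with a two-sided Fisher exact test adjusted over 19 comparisons. Importance was correlated with log2 fold change by Spearman's rho with 100000 permutations, adjusted over 10 correlations. Intervals on percents are 95% Wilson intervals, which cover the sampling of genes only and not the differences between embryos. The Fisher exact tests likewise treat genes as independent, which they are not. Gene sets for tissues and stress responses were compared with 10000 random sets of genes matched on mean count, with p-values adjusted over 22 tests.

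The comparisons, the tests of the main results, the marker sets, the rule for naming genes and all but 2 of the alternatives were chosen before the data were examined. Most tests of other explanations, the splits of the samples and the head and forebrain genes were chosen after results were seen, and some of these tests were replaced more than once. The genes named are those that the paper names for these comparisons, the 5 genes in each direction with the largest fold change among called genes with a mean of at least 100 raw counts over the 9 samples and no overlap between groups, and genes outside this rule only where the text says that they were chosen after their values were seen. The alternatives were RLE size factors, scaling by library size alone, DESeq2, no filter on low counts, at least 10 counts in every sample, a fit of only the groups compared, the replicate number as a block, leaving out each of the 9 samples in turn, an adjusted p threshold of 0.01, a test against a 1.5-fold change, no fold threshold, the absolute value of *S* as the importance, called genes only, and the genes of Table 1 in place of the lists. The 2 alternatives chosen after seeing the data were the use of replicates 1 and 2 only and the sign of S7 Table at the NMP to neuronal transition. The pairing used for the block is the replicate number in the sample labels. The block was fitted on all 9 samples, with tg(*hsp70l:tbx16*) included. For tg(*hsp70l:msgn1*) and wild type the paper's methods describe siblings, but they do not say that equal numbers mean the same clutch.

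The fits were tested on simulated data: 5 simulated tables of 18767 genes, of which 200 changed by 2-fold or 4-fold. Means were taken from the wild-type samples, and edgeR estimated the dispersions from all 9 samples. The self-test first asked that no called gene have the wrong sign. In the first run 1 gene with a high dispersion was called with the wrong sign by both tools, because its simulated counts had fallen the wrong way, and the criterion was then relaxed to at most 1% of the changed genes. Recovered and false shares are given with the counts of called genes.

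The in situ hybridization, RT-qPCR, single-cell and imaging results of the paper were not analysed here.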

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

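In this part, the counts over splits of the samples and the tests of expression level, single samples, library composition, the counting step and head tissue were chosen only after the result was seen. The measures for the counting step, library composition and head tissue were each replaced, and their readings changed, more than once after earlier values were known.

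The effects of the transgenes differed. This is listed because a test of the difference itself passed. By edgeR's quasi-likelihood test, 7650 of 19949 genes differed between the lines, 3947 lower and 3703 higher in tg(*hsp70l:tbx16*). In a fit of those 6 samples alone 6410 genes differed, and of the 4 splits of the samples that part all 3 same-numbered pairs, 1, the real split, gave as many. The other 9 splits, 6 of which part 1 pair, each gave 0 genes. At an unadjusted p under 0.05 they gave between 42 and 358 genes, against 8723 for the real split. With 10 splits the share cannot fall under 0.1 whatever the data, so the rank of the real split by itself decides nothing. Its 8723 genes lay far above the range of the other splits, which argues against a random grouping of the samples. The lines also came from different crosses, so the difference cannot be told apart from one between parents.

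A total of 50 of the 132 genes called in both comparisons had opposite directions, a difference between the groups that the paper does not report. Among them were *proca1*, *dhrs3a*, *msgn1*, *sulf2a*, *crabp2b* and *xk*; the last 3 were chosen after their values were seen. Opposite genes were 46 of 141 under scaling by library size alone, 50 of 134 with RLE size factors, 161 of 444 with DESeq2 and 28 of 60 with the replicate block. Scaling by library size moved the median log2 fold change of all genes up by 0.15 for *tbx16* and down by 0.18 for *msgn1*. Of the 46 opposite genes under that scaling, 22 were lower in tg(*hsp70l:tbx16*) and higher in tg(*hsp70l:msgn1*), against this shift. A shift of all genes alike cannot have produced those 22, but could have added to the rest. In the main fit 35 of the 50 genes had that direction and 15 the reverse. The smallest sizes of log2 fold change among the 50 genes, 0.30 and 0.50, were larger than the shift. A shift of this size could not reverse the direction of any of the 50 genes. This argues against library composition of that kind as their source, though calling a gene in both comparisons already asks for larger changes. None of the 50 genes had a name listed more than once (0 genes), so reads split between copies of that kind did not produce it. The different parents of the lines were not tested and cannot be told apart from the transgenes here.

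Several sets of marker genes shifted together in tg(*hsp70l:tbx16*), and are listed because the paper does not analyse them as sets, though it names single genes of some. Each set was compared with random sets matched on mean count, a two-sided permutation test of the gene labels, where 0.0001 is the smallest p that 10000 sets can give. Scaling by library size alone moved the median log2 fold change of all genes to 0.18 for *tbx16* and -0.20 for *msgn1*, and the medians under that scaling are given relative to these. Neural genes had a median log2 fold change of -1.56 (18 of 19 genes lower, lower in 3 of 3 samples, permutation p = 0.0001, adjusted p = 0.00044 over 22 tests; -1.60 relative to all genes under scaling by library size), with -1.35 as the value nearest 0 when a sample was left out. Yolk syncytial layer and endoderm genes had -2.02 (11 of 11 genes and 3 of 3 samples lower, permutation p = 0.0001, adjusted p = 0.00044; -2.04 relative to all genes), with -1.55 nearest 0. Intermediate mesoderm genes had -1.80 (8 of 9 genes and 3 of 3 samples lower, permutation p = 0.0001, adjusted p = 0.00044; -1.84 relative to all genes), with -1.65 nearest 0. Notochord genes had -0.61 (12 of 17 genes and 3 of 3 samples lower, permutation p = 0.0002, adjusted p = 0.000733; -0.65 relative to all genes), with -0.486 nearest 0. Segmentation clock genes had -0.42 (13 of 18 genes and 3 of 3 samples lower, permutation p = 0.0059, adjusted p = 0.0144; -0.46 relative to all genes), with -0.277 nearest 0. DNA replication genes had -0.47 (12 of 15 genes and 3 of 3 samples lower, permutation p = 0.0113, adjusted p = 0.0249; -0.50 relative to all genes), with -0.427 nearest 0. Expression level and single samples therefore did not account for these 6 shifts, and the values relative to all genes are no test of scaling, which moves all genes alike. By contrast, the p53 response set (median -0.04, permutation p = 0.827) and the erythroid and vascular set (median -0.14, permutation p = 0.324) did not stand apart from random sets. For the segmentation clock, the paper's RT-qPCR found the opposite, a rise of *her1* and *her7* that was largest at 3 h. It measured nascent RNA in pooled embryos. Here the log2 fold change was -0.49 for *her1* (adjusted p = 0.106, edgeR) and -0.77 for *her7* (adjusted p = 0.00686, edgeR). Lower neural, notochord and intermediate mesoderm transcripts may reflect cells leaving other fates or a change in which tissues the dissected piece holds, and the dissection and the parents of the line were not tested and cannot be told apart from the transgene.

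After *msgn1* overexpression 4 sets stood apart from random sets. Neural genes had a median log2 fold change of -0.46 (16 of 19 genes and 3 of 3 samples lower, permutation p = 0.0001, adjusted p = 0.00044; -0.43 relative to all genes under scaling by library size), with -0.363 nearest 0 when a sample was left out. For notochord genes the median was -0.20 (13 of 17 genes and 3 of 3 samples lower, permutation p = 0.0014, adjusted p = 0.0044; -0.18 relative to all genes), with -0.146 nearest 0. Heat-shock response genes had 0.42 (16 of 20 genes higher, higher in 2 of 3 samples, permutation p = 0.0001, adjusted p = 0.00044; 0.40 relative to all genes), but leaving out a single sample took the median to -0.0347, so single samples may account for it. Epidermis genes had -0.14 (11 of 14 genes and 2 of 3 samples lower, permutation p = 0.002, adjusted p = 0.0055; -0.13 relative to all genes), and the median reached 0.419 with a sample left out, which makes single samples a candidate explanation there too. The neural and notochord shifts were not explained by expression level or single samples, and a lower neural share after *msgn1* overexpression is a hypothesis that the tailbud dissection cannot be told apart from here.

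Some genes were absent in one group and present in another, which the paper does not report. A total of 9 genes had 0 counts in each tg(*hsp70l:tbx16*) sample and 30 or more in each wild-type sample, and 1 more had 1 to 3 counts over those samples. Higher ranges of the summed count held 6 genes (4 to 9), 27 (10 to 19) and 31 (20 to 29). The counting step might set a gene to 0 in a library: within wild type, 130 of 17112 genes had 0 in a sample and 30 or more in another, and within the lines 116 of 17869 (*tbx16*) and 182 of 16450 (*msgn1*). In the tg(*hsp70l:msgn1*) libraries, which were not used to choose the 9 genes, 1 of them had a 0, and no gene (0 genes) had the pattern there. Genes prone to dropouts, or dropouts in a single line, are not ruled out by this, so the 9 genes cannot be told apart from the counting step, nor from a variant carried by the parents of the line.

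Present in each tg(*hsp70l:tbx16*) sample at 30 or more counts and at 3 or fewer in each wild-type sample were 23 genes, between at least 8.94-fold and at least 31.3-fold higher, against 0 for tg(*hsp70l:msgn1*); 10 genes had the reverse pattern in tg(*hsp70l:tbx16*). Carry-over of head tissue would have to reach all 3 samples. The forebrain counts of tg(*hsp70l:tbx16*) replicates 2 and 3 were at most 0.899 of the highest wild-type sample. Their counts of a separate list of 11 head marker genes were at most 0.763 of the lowest wild-type sample. The forebrain genes were noticed in these same data, so their low counts in replicates 2 and 3 may follow from that choice and decide nothing. The value of the separate list is against carry-over of the tissue that this list marks, unless the transgene itself lowers these transcripts. Head tissue that neither list marks was not tested. Clone-based names were as frequent among the 33 genes of both directions (42.4%) as among other genes of like counts (40.6%; two-sided Fisher exact test, p = 0.848), which does not separate a variant carried by the parents from the transgene, so the pattern cannot be told apart from genotype background.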

How the results depend on the processing

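The results on replicates 1 and 2 only and on the sign of S7 Table are tests chosen only after the result was seen. For every value named below, the cause was not tested.

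Of the 43 results set out in advance, 1 could not be computed, the direction difference for *msgn1* at PZ to pPSM in the machine learning list, because no called gene rises there. Over the other results and all alternatives, 665 values kept their direction and their side of the threshold, 71 moved, 25 reversed, 10 passed a threshold they had not passed and 11 no longer passed. For the named genes, 2004 values were the same, 416 were no longer past the threshold and 15 newly were. With RLE size factors, without a filter on low counts, and with at least 10 counts in every sample, all 42 computed results kept direction and side, as did 25 of 25 without a fold threshold and 4 of 4 with the genes of Table 1.

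At an adjusted p threshold of 0.01, 3217 genes were called for *tbx16* (2980 with a 1.5-fold change, 54.1% of them lower), 53 for *msgn1* (53 with a 1.5-fold change, 37.7% lower) and 4142 between the lines. There the machine learning difference for *msgn1* at MP to PZ was 100 points (p = 0.1, Fisher exact test), and the shared percents were 8.16 for *tbx16* and 100 for *msgn1* at MP to PZ and 100 for *msgn1* at PZ to pPSM. The test against a 1.5-fold change called 2195 and 24 genes.

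Scaling by library size alone gave 36.8% lower for *tbx16* and 77.5% for *msgn1*, direction differences for *tbx16* of 11.8 (p = 0.0338, DESeq2 list) and -14.0 (p = 0.0385, machine learning list, Fisher exact tests) at NMP to neuronal and -3.60 at NMP to MP, and shared percents of 33.3 (*tbx16*, MP to PZ) and 85.7 (*msgn1*, PZ to pPSM).

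DESeq2 called 706 genes for *msgn1*, 508 with a 1.5-fold change. For *msgn1* its DESeq2-list differences were 23.6 at NMP to neuronal (p = 0.0461), -22.2 at NMP to MP (p = 0.0348) and 65.0 at PZ to pPSM (p = 0.00275), and its machine learning difference -34.4 at NMP to neuronal (p = 0.0146, Fisher exact tests), and the shared percents of genes repressed by *tbx16* were 41.1 at MP to PZ and 16.25 at PZ to pPSM.

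With the replicate block, 85 genes were called for *msgn1*, 85 with a 1.5-fold change and 48.2% of them lower, 5443 for *tbx16* and 6912 between the lines. The correlation of same-numbered samples between wild type and tg(*hsp70l:tbx16*) was near 0. Under the block the importance correlation for *tbx16* at pPSM to aPSM was 0.126 (p = 0.0570, permutation test). Fits of only the groups compared gave -2.57 for the machine learning difference of *tbx16* at NMP to MP, and shared percents of 92.9 and 100 for *msgn1* at the MP to PZ and PZ to pPSM transitions.

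With the absolute value of *S* as importance, rho for *tbx16* was -0.323 at NMP to neuronal and -0.0953 at MP to PZ, and for *msgn1* -0.212 at NMP to neuronal, -0.345 at NMP to MP and -0.170 at MP to PZ. Over called genes only, rho for *tbx16* was -0.0423 at NMP to MP and 0.00484 at pPSM to aPSM, and for *msgn1* -0.0299 at NMP to neuronal and 0.0677 at NMP to MP.

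With replicates 1 and 2 only, chosen after seeing the data, 16 genes were called for *msgn1*, 16 with a 1.5-fold change and 18.75% of them lower, 5036 differed between the lines, and 51.3% of those for *tbx16* were lower. The difference between transition genes and other genes for *msgn1* was 1.82 points, the DESeq2-list difference for *msgn1* at MP to PZ 100 (p = 0.333, Fisher exact test), the machine learning differences for *tbx16* -2.80 at NMP to MP and -6.25 at PZ to pPSM, and rho for *tbx16* at pPSM to aPSM 0.0812. Shared percents were 1.75 (*tbx16*) and 100 (*msgn1*) at MP to PZ and 1.32 and 100 at PZ to pPSM. With the sign of S7 Table at NMP to neuronal, also chosen after seeing the data, the machine learning differences were 3.02 (*tbx16*) and 27.4 (*msgn1*).

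Across the 9 fits that each left out a sample, the called genes ranged from 3971 to 6658 for *tbx16* (48.6% to 53.3% of those with a 1.5-fold change lower) and from 37 to 1200 for *msgn1* (37 to 808 with a 1.5-fold change, 43.2% to 58.8% lower). The difference between transition genes and other genes for *msgn1* ranged from -12.9 to 20.8 points, and the DESeq2-list difference for *msgn1* at NMP to neuronal from 14.1 to 55.6. Machine learning differences ranged for *tbx16* from -1.77 to 3.25 (NMP to MP) and from -5.88 to 27.1 (PZ to pPSM), and for *msgn1* from -51.2 to 0 (NMP to neuronal), -66.7 to 11.23 (NMP to MP) and 78.4 to 100 (MP to PZ). Importance correlations for *tbx16* ranged from -0.0164 to 0.0485 at PZ to pPSM and from 0.101 to 0.151 at pPSM to aPSM. Shared percents at MP to PZ ranged from 7.55 to 38.9 (*tbx16*) and 80 to 100 (*msgn1*), and at PZ to pPSM from 2.67 to 14.1 and 50 to 100. The adjusted p of *tbxta* in tg(*hsp70l:msgn1*) ranged over all alternatives from 0.000847 (DESeq2) to 0.339 (edgeR, replicates 1 and 2 only).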

Differences from the paper's values

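No test in this part was chosen only after the result was seen, apart from the settings that the text marks as chosen after seeing the values. A value was taken to differ from the paper's where the larger was more than 1.5 times the smaller, and a gap is called closed where an alternative brought it to 1.5 times or less, which leaves room for a difference.

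For tg(*hsp70l:msgn1*), 170 genes were called by edgeR, against the paper's 706. Of the alternatives set before the data were examined, DESeq2 without a fold threshold gave 706, and none of the others closed the gap. For tg(*hsp70l:tbx16*), DESeq2 without a fold threshold gave 6976, which is the paper's value too.

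At MP to PZ, the share of genes repressed by *tbx16* that *msgn1* also repressed was 20.4%, against the paper's 38.33%. Of the alternatives set before the data were examined, the gap closed with scaling by library size alone (33.3%), DESeq2 (41.1%), at least 10 counts in every sample (29.4%), and without tg(*hsp70l:msgn1*) replicate 2 (38.9%) or tg(*hsp70l:tbx16*) replicate 3 (26.3%), and with no other. At PZ to pPSM the share was 5.19%, against the paper's 17.28%, and the gap closed with DESeq2 (16.25%) and without tg(*hsp70l:msgn1*) replicate 2 (14.1%) only.

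The genes of the DESeq2 lists that fall at the transition and were lower after *msgn1* overexpression were 10 at NMP to neuronal against the paper's 28, 15 at NMP to MP against the paper's 36, 12 at MP to PZ against the paper's 26, and 7 at PZ to pPSM against the paper's 23. DESeq2 gave 28, 36, 26 and 23, and the fit without tg(*hsp70l:msgn1*) replicate 2 gave 27, 36, 22 and 22, while the other alternatives set before the data were examined did not close these gaps. At pPSM to aPSM there were 0 against the paper's 4, and only DESeq2 (4) closed the gap.

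In the machine learning lists, the corresponding genes for *tbx16* at NMP to neuronal were 37 against the paper's 67; none of the alternatives set before the data were examined closed the gap, and the sign of S7 Table, chosen after seeing the values, gave 64. For *msgn1* at NMP to neuronal there were 8 against the paper's 19, and DESeq2 gave 13. Of the alternatives set before the data were examined, only DESeq2 came near enough in number to count as closing the gap. These counts use the directions of S6 Table, which at this transition were opposite to the sign of S7 Table for 111 of 111 genes. The 13 may therefore be genes that rise in the paper's terms, so whether DESeq2 closed the gap cannot be told. With the sign of S7 Table, chosen after seeing the values, edgeR's calls gave 8, which did not close it. DESeq2's calls were not counted with that sign. At NMP to MP there were 7 against the paper's 18, with 18 from DESeq2 and 16 without tg(*hsp70l:msgn1*) replicate 2, and no other alternative closing it. At MP to PZ there were 9 against the paper's 15, and the gap closed with scaling by library size alone (11), DESeq2 (15), at least 10 counts in every sample (10), and without tg(*hsp70l:msgn1*) replicate 2 (14), tg(*hsp70l:tbx16*) replicate 1 (10) or tg(*hsp70l:tbx16*) replicate 3 (10), and not with the rest. At PZ to pPSM there was 1 against the paper's 3, and the gap closed with scaling by library size alone (2), DESeq2 (3), and without tg(*hsp70l:msgn1*) replicate 2 (4), tg(*hsp70l:tbx16*) replicate 1 (2) or tg(*hsp70l:tbx16*) replicate 3 (2), and not with the rest.

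Further statements of the paper differ in ranking or genes. The paper places the genes of most importance among those repressed most by *tbx16*; with Shapley values rho was -0.206 at NMP to MP (-0.0423 among called genes alone), -0.102 at NMP to neuronal, and 0.0804, 0.00476 and 0.135 at MP to PZ, PZ to pPSM and pPSM to aPSM, where negative values go with the statement. With the absolute value of *S* rho was -0.323 at NMP to neuronal, -0.325 at NMP to MP and -0.0953 at MP to PZ, in the direction stated, and 0.0870 and 0.139 at PZ to pPSM and pPSM to aPSM. The paper lists *ephb4b* and *sp5a* for *msgn1*, which edgeR did not call. Over the settings, the adjusted p of *ephb4b* ran from 0.0231 (DESeq2) to 0.412 (edgeR) and passed with DESeq2 and with scaling by library size alone, and that of *sp5a* ran from 0.00324 (DESeq2) to 0.310 (edgeR) and passed with DESeq2 and without tg(*hsp70l:msgn1*) replicate 2. The paper lists *her12* and *vox* for *tbx16*, which edgeR did not call. The adjusted p of *her12* ran from 0.00479 to 0.155 (edgeR and DESeq2 settings) and passed with DESeq2, RLE size factors, at least 10 counts in every sample, a fit of only the groups compared, without tg(*hsp70l:msgn1*) replicate 3 and without tg(*hsp70l:tbx16*) replicate 3, and with replicates 1 and 2 only, chosen after seeing the values. That of *vox* ran from 0.0131 to 0.229 (edgeR and DESeq2 settings) and passed with DESeq2, without tg(*hsp70l:tbx16*) replicate 3, and with replicates 1 and 2 only, chosen after seeing the values. Of the 10 genes that the paper lists as repressed by both at MP to PZ, edgeR called 5 for *msgn1* and DESeq2 called 10. Of the 6 at PZ to pPSM, edgeR called 1 and DESeq2 called 6. Without tg(*hsp70l:msgn1*) replicate 2, edgeR also called *fgf4*, *hoxa13b*, *hoxd12a*, *lfng*, *tbxta* and *lef1*. Scaling by library size alone and a fit of only the groups compared called *lfng* and *tbxta*, as did the fit without tg(*hsp70l:tbx16*) replicate 3, at least 10 counts in every sample called *lfng*, and the fit without tg(*hsp70l:tbx16*) replicate 1 called *tbxta*.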

Other observations

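In this part, the tests on called genes along the chromosomes, on library composition, on the error rate of the tools, on heat shock and on head tissue, and the counts over splits of the samples, were chosen only after the result was seen. The measure for head tissue was first the ratio to the next replicate alone, by which carry-over could account for 1 of the 2 samples (1.54), and wild type was added and the reading changed more than once after the values were known; the readings of heat shock and of expression level for *msgn1* were changed then too.

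For the comparisons with wild type, fits of the 6 samples compared called 7280 genes (5348 with a 1.5-fold change) for *tbx16* and 153 (150) for *msgn1*. Of the 4 splits of the samples that part all 3 same-numbered pairs, 1, the real split, gave as many in each of these 4 counts. The other 9 splits of each comparison, 6 of which part 1 pair, gave 0 called genes, and at an unadjusted p under 0.05 between 67 and 490 genes for *tbx16* and between 75 and 2169 for *msgn1*, against 9224 and 2392 for the real splits. As 3 samples against 3 make 10 splits, the share cannot fall under 0.1 whatever the data, so the rank by itself decides nothing. For *tbx16* the 9224 genes lay far above the highest other split (490), which argues against a random grouping. For *msgn1* the 2392 genes lay close to the highest other split (2169), so its count at an unadjusted p cannot be told apart from a random grouping. That split set wild-type replicates 1 and 3 with tg(*hsp70l:msgn1*) replicate 2 against the rest, so it still holds part of the genotype difference. The 153 called genes of the real split lay above the 0 called in each other split.

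Called genes of the transition lists were lower after *tbx16* overexpression in 82.7% of cases, where random sets of called genes matched on mean count had a median of 63.03% (one-sided permutation p = 0.0001, the smallest that 10000 sets can give), so expression level did not account for the difference in full. For *msgn1* the share was 54.3% against a random median of 57.1% (one-sided permutation p = 0.77), so there was no excess to explain and the test says nothing about expression level there. A preference of *tbx16* for repressing genes of these transitions is a hypothesis, and the parents of the line cannot be told apart from the transgene.

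The size of *S* multiplied by the log2 fold change rose with the size of *S* more than with shuffled fold changes for *tbx16* (one-sided permutation p = 0.001), though the rho of 0.920 lay close to the shuffled 0.901. For *msgn1* it did not (one-sided permutation p = 0.11), so that the presence of *S* in both measures could account for the pattern there.

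Called genes did not gather in a chromosome region that a transgene insertion or a carried haplotype might mark. Among 15649 genes that could be placed, the fullest window of 40 neighbouring genes held 25 called genes for *tbx16* (shuffled median 24, one-sided permutation p = 0.264) and 4 for *msgn1* (shuffled median 4, p = 0.614). A small region with few changed genes would not be seen by this test.

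Scaling by library size alone moved the share of lower genes by -13.0 points for *tbx16* and by 19.5 points for *msgn1*, so library composition may contribute to the overall balance of higher and lower genes. The 50 genes with the most counts held 21.3%, 15.5% and 20.1% of the counts in tg(*hsp70l:msgn1*) replicates 1, 2 and 3, and between 14.4% and 16.7% in the other samples.

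DESeq2 called 706 genes in tg(*hsp70l:msgn1*) where edgeR called 170. On simulated counts 25.4% of DESeq2's calls were false at a threshold of 5%, against 4.88% for edgeR, so a higher error rate could account for part of this gap. The simulated dispersions were edgeR's own estimates, which may favour edgeR. DESeq2 also recovered more of the true changes. Leaving out tg(*hsp70l:msgn1*) replicate 2 raised edgeR's count to 1200, and that sample had the lowest normalized count of *msgn1* of its group (57129, against 76393 and 78343). Whether a weaker induction in that sample causes the difference was not tested.

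The gene *hsp70l*, whose promoter drives both transgenes, had a log2 fold change of 0.55 in tg(*hsp70l:tbx16*) and 1.95 in tg(*hsp70l:msgn1*) (adjusted p = 0.469 and 0.169, edgeR). Its normalized counts were 142, 248 and 619 in wild type, 591, 618 and 274 in tg(*hsp70l:tbx16*) and 1152, 711 and 2034 in tg(*hsp70l:msgn1*). The other 19 heat-shock genes had medians of -0.183 in tg(*hsp70l:tbx16*) and 0.42 in tg(*hsp70l:msgn1*). A stronger heat-shock response would raise these genes too. With single samples left out their median in tg(*hsp70l:tbx16*) ran from -0.360 to 0.427, so *hsp70l* cannot be told apart from a heat-shock response by this test.

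In tg(*hsp70l:tbx16*) replicate 1, forebrain genes noticed in the data had 1050 summed normalized counts, against 107 and 178 in replicates 2 and 3, and in tg(*hsp70l:msgn1*) replicate 3 they had 1209, against 79.1 and 98.4 in the others; in wild type they had 126, 198 and 172. A separate list of 11 head marker genes had 2187, 1416 and 1333 counts in the tg(*hsp70l:tbx16*) replicates, 1054, 1521 and 1328 in the tg(*hsp70l:msgn1*) replicates and 2022, 1931 and 1855 in wild type. The ratio of tg(*hsp70l:tbx16*) replicate 1 was 1.54 to the next replicate and 1.08 to the highest wild-type sample. The ratios of tg(*hsp70l:msgn1*) replicate 3 were 0.873 and 0.657. As wild type had high marker counts with low forebrain counts, these markers do not follow the forebrain transcripts, which cannot be told apart from carry-over of head tissue in either sample. No biological explanation was tested.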
